# Integrated analysis of the molecular action of Vorinostat identifies epi-sensitised targets for combination therapy

**DOI:** 10.18632/oncotarget.18910

**Published:** 2017-07-01

**Authors:** Jodie F. Hay, Katrina Lappin, Fabio Liberante, Laura M. Kettyle, Kyle B. Matchett, Alexander Thompson, Ken I. Mills

**Keywords:** acute myeloid leukaemia, Vorinostat, HDAC, epigenetics

## Abstract

Several histone deacetylase inhibitors including Vorinostat have received FDA approval for the treatment of haematological malignancies. However, data from these trials indicate that Vorinostat has limited efficacy as a monotherapy, prompting the need for rational design of combination therapies. A number of epi-sensitised pathways, including sonic hedgehog (SHH), were identified in AML cells by integration of global patterns of histone H3 lysine 9 (H3K9) acetylation with transcriptomic analysis following Vorinostat-treatment. Direct targeting of the SHH pathway with SANT-1, following Vorinostat induced epi-sensitisation, resulted in synergistic cell death of AML cells. In addition, xenograft studies demonstrated that combination therapy induced a marked reduction in leukemic burden compared to control or single agents. Together, the data supports epi-sensitisation as a potential component of the strategy for the rational development of combination therapies in AML.

## INTRODUCTION

Acute myeloid leukaemia (AML) is a heterogeneous clonal disorder of immature haematopoietic myeloid cells. For over 30 years, the standard induction treatment for AML has consisted of a combination of an Anthracycline, such as Daunorubicin or Idarubicin, with Cytarabine (Ara-C) [1]. With this regimen, a response rate of around 60-80% CR can be achieved in younger adults (18 to 60 years old). However, in older adults (> 60 years) outcome is poor as older patients do not tolerate intensive treatment as well as younger counterparts. As AML is considered a disease of the aging, with AML occurring most frequently in older patients, there is a need for novel less toxic treatments such as epigenetic therapies [1–3]. Histone deacetylase (HDAC) enzymes are key regulators of chromatin structure and post translational modifiers of both histones and non-histone proteins. HDAC enzymes promote a deacetylated state by removing acetyl groups from specific residues and function dynamically with histone acetyltransferases (HAT) that add acetyl groups back. Regulating transcriptional activation through chromatin conformation [4–6] and targeting HDACs is an attractive therapeutic option [7–9]. HDAC inhibitors (HDACi) offer varying selectivity towards HDACs, where they can inhibit more than one HDAC class (pan-) or single HDACs or classes (selective) [5]. Related toxicities for HDACi are low [7, 10], which may be particularly beneficial to vulnerable and elderly AML patients. Vorinostat (suberoylanilide hydroxamic acid, SAHA) is a hydroxamic acid derivative that inhibits the class I and II HDACs (*HDAC1, 2, 3* and *6*) and is only one of four HDAC inhibitors approved for clinical use by the FDA (Food and Drug Administration, US) [11, 12]. Vorinostat has proven efficacy in restoring aberrant acetylation in a number of cancers, including both solid and haematological malignancies [13]. It is in phase II clinical trials (NCT00305773, cliinicaltrials.gov) in AML as a monotherapy and has since entered clinical trials as part of a combination therapy with several different agents [14].

Non-histone proteins can also be modified by HDACs and subsequently HDACi inhibition of *HDAC6* also leads to acetylation of its substrate α-tubulin, inducing changes in cell motility [15]. Other forms of cell regulation affected by the acetylation of non-histone proteins as a result of HDAC inhibition with Vorinostat include cell proliferation (i.e. p53), DNA damage repair (i.e. Ku-70) and cell cycle (i.e. p21^WAF1/CIP1^) [6, 16–18]. However, the exact mechanism of how Vorinostat selectively targets cancer cells and achieves an effective clinical response in CTCL and other malignancies is not fully understood [10, 13].

A trial of Vorinostat as a monotherapy in advanced haematological malignancies identified a molecular response, histone H3 hyper-acetylation, in all patients. Of the 41 patients enrolled, 7 patients (17%) achieved complete response (CR), complete response with insufficient haematological recovery (CRi), or haematological improvement. Importantly, all 7 patients were diagnosed as having AML [19]. Although these results are encouraging, a larger proportion of AML patients were non-responsive or resistant to Vorinostat.

Better understanding of the mechanisms of action of epigenetic therapies are needed to establish their efficacy as either mono- or combination therapies [20]. In this study, we sought to further characterise the mechanisms of the HDACi Vorinostat through integrated ChIP-SEQ and gene expression analysis to identify potential novel, but rational, therapeutic combinations for Vorinostat.

## RESULTS

### Vorinostat exhibits potency in AML cell lines

Vorinostat exhibited greater potency at 72 hours (IC_50_ 0.42 μM) compared to the 24 hour time point (IC_50_ 1.55 μM; Figure 1A). A sub-IC_50_ dose of Vorinostat at 24 hours (1 μM) was sufficient to result in measurable acetylation of lysine 9 of histone H3 (Figure 1B). No changes in total histone H3 protein levels were observed. Therefore, the Vorinostat-treatment chosen for subsequent experiments was 1 μM for 24 hr. The OCI-AML3 cell line, which harbours a nucleophosmin (NPM1) mutation, exhibited a similar level of toxicity compared to HL-60, NB4 and U937 AML cell lines not carrying this mutation (Supplementary Figure 1A). Vorinostat induced toxicity was identified in HoxA9/Meis1 derived leukemic murine bone marrow but not in normal murine bone marrow (NBM) (Supplementary Figure 1B), an attractive aspect of HDACi especially in a disease of the elderly such as AML.

**Figure 1:**
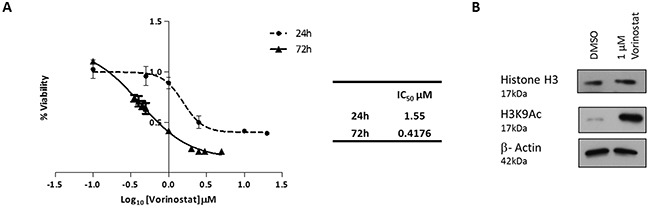
Vorinostat induced cell death and histone acetylation in AML cell lines **(A)** MTT cell proliferation assay derived dose response curves, for the OCI-AML3 AML cell line. OCI-AML3 cells were treated with Vorinostat for either 24 or 72 hours. Percentage of cell proliferation was calculated relative to DMSO (vehicle) control cells. IC_50_ values for the time points are shown in the table. **(B)** Western blot analysis confirmed that OCI-AML3 cells treated with 1 μM of Vorinostat for 24 hours, versus control conditions, was sufficient to inhibit HDACs as demonstrated by the acetylation of histone H3, and more specifically lysine 9 of H3.

### Profiling Vorinostat induced changes in gene expression

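OCI-AML3 is a human acute myeloid leukaemia cell line, Vorinostat is an inhibitor of histone deacetylases and DMSO is its solvent. RNA of 3 samples given DMSO and 3 samples given 1 μM Vorinostat for 24 h was hybridised to Affymetrix arrays, on which a gene is read by one or more probe sets. The samples of each group carry the replicate numbers 1, 2 and 3. The sources used here do not say whether they came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The values are the log2 values of 54675 probe sets as the authors deposited them. The paper's methods name Partek Genomics Suite, and the submitters' processing notes name MAS5 and RMA, with no role, order or version.
Signal differed between the arrays more than between the groups. Of the DMSO arrays, replicate 1 held 8645 probe sets above a log2 value of 3, replicate 2 held 3731 and replicate 3 held 2761. Of the Vorinostat arrays, replicate 1 held 8158, replicate 2 held 2769 and replicate 3 held 3274. The level of 3 was chosen after the data were seen. The 95th percentile was 5.78 for DMSO replicate 1 and 5.58 for Vorinostat replicate 1, and lay between 3.01 and 3.48 on the other 4 arrays. Medians lay between 1.55 and 1.66.
The values were used without further normalisation. After 62 control probe sets were left out, 54613 were tested with limma, Vorinostat minus DMSO, with Benjamini-Hochberg adjustment. Values per gene are those of its probe set with the highest mean over the 6 arrays. The small number of arrays limits the precision of every value.

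**Figure D1:**
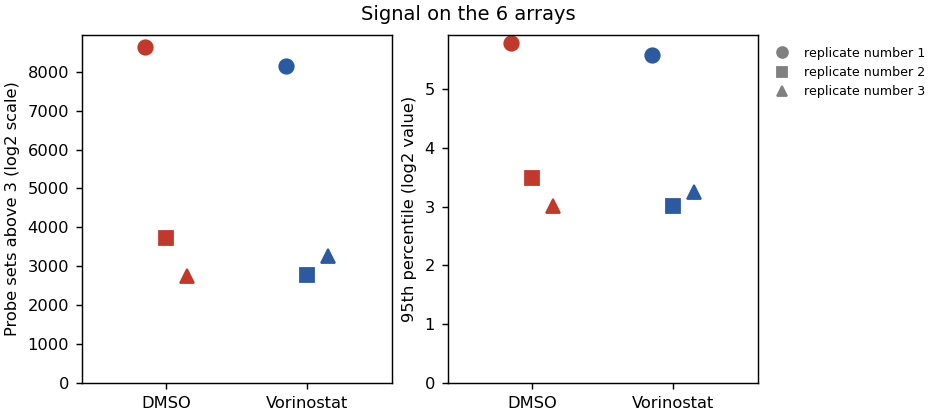
Signal on each of the 6 arrays by treatment. The left axis counts probe sets above a log2 value of 3 and the right axis gives the 95th percentile in log2 units, with 1 point per array and the marker showing the replicate number. The replicate 1 arrays stand at 8645 and 8158 probe sets and the other 4 between 2761 and 3731.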

OCI-AML3 cells were treated for 24 hours with 1 μM Vorinostat and changes in gene expression examined using Affymetrix gene expression microarrays (Affymetrix™ GeneChip® Human Genome U133 Plus 2.0 Array). Possible confounding effects of DMSO treatment were controlled. 

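CS, HMGN2, CDK1 and TK1 had lower values under Vorinostat in each of the 3 replicate numbers. So had 6 of 15 genes of the TCA cycle list, 18 of 42 of chromosome organisation, 14 of 38 of the cell cycle and 16 of 42 of DNA replication, against 13.7% of all genes. These 4 lists were called by camera of limma at its preset correlation, but each had an adjusted p = 0.908 with an estimated correlation. Without DMSO replicate 1, 0 of the 42 lists tested were called lower. That fit keeps Vorinostat replicate 1, with its higher signal, in 1 group only, so it does not tell a missing change from that imbalance. With both number 1 arrays left out, 11 lists were called lower and 2 higher. The control list of housekeeping genes had median differences of -0.04, -1.63 and -0.24 in replicate numbers 1, 2 and 3. In number 2 it fell more than any of these 4 lists, and 2 of its 13 genes were lower in each number. CS, the citrate synthase that opens the citric acid cycle, had a mean log2 value of 5.67 ± 1.12 (SD, n = 3) with DMSO and 4.35 ± 1.04 (SD, n = 3) with Vorinostat. Its log2 fold change was -1.315 (standard error 0.762 from limma), with differences of -1.41, -1.35 and -1.18 within replicate numbers 1, 2 and 3. HMGN2, a nucleosome-binding protein, had a log2 fold change of -1.74 (standard error 0.715, adjusted p = 1 from limma), with differences of -1.13, -2.10 and -1.98 within the numbers. CDK1, the kinase that drives entry into mitosis, had a log2 fold change of -1.18 (standard error 0.906, adjusted p = 1 from limma), and TK1, a thymidine kinase of the DNA precursor pathway, one of -1.77 (standard error 0.919, adjusted p = 1 from limma). None of these 4 genes passed an adjusted p under 0.05, and when the replicate number was a block all 4 passed the threshold of the study, over 2-fold with an unadjusted p under 0.05. As they are named here for a fall in each replicate number, the result with the block is not separate evidence. Without the block CS, CDK1 and TK1 did not lead their lists. Their unadjusted p from limma was 0.141, 0.244 and 0.107, against 0.0493 for OGDH, 0.0621 for CDC25A and 0.0276 for MCM4. The Vorinostat mean of TK1, 2.47, lay under a log2 value of 3, so the size of its change is poorly measured. CS and HMGN2 are among the genes that the paper lists as decreasing on these samples.
Over the 54613 probe sets, 0 were higher and 0 were lower at an adjusted p under 0.05 from limma, and the lowest adjusted p was 1. At an unadjusted p under 0.05 limma gave 272 higher and 273 lower probe sets. The methods' t-test gave 470 higher and 645 lower at an unadjusted p under 0.05, and 0 after Benjamini-Hochberg adjustment. With the replicate number as a block, limma gave 867 higher and 1140 lower at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05, with a lowest adjusted p of 0.887. All 3 Vorinostat arrays lay above all 3 DMSO arrays for 1306 probe sets and below them for 1570, which together is 5.27% of the probe sets. Chance gives 10% for arrays that do not differ by replicate number, and fewer where they do. The 3 other splits of the arrays that part each replicate number, computed after the data were seen, gave between 4.07% and 4.16%.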

Gene expression profiling and subsequent normalisation identified significantly differentially expressed genes, as expected due to it being an epigenetic modifying agent. To focus on prominent changes and pathways, the stringency for significance was set at a fold change of greater or less than 2-fold with an unadjusted p-value of <0.05. This identified 142 genes down-regulated by Vorinostat and 204 genes up-regulated (Figure 2A) (Supplementary Table 1). 

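At more than 2-fold and an unadjusted p under 0.05 from limma, 9 probe sets were higher and 15 were lower with Vorinostat, which name 9 and 11 genes. The higher ones included CD1A, which presents lipid antigens, with a log2 fold change of 1.42 (standard error 0.526), CD109, a surface glycoprotein, with 1.02 (standard error 0.335), RIMS2, a protein of synaptic vesicle release, with 1.49 (standard error 0.591) and TSPYL2, a nuclear protein of the nucleosome assembly family, with 1.30 (standard error 0.465). IRAG1 had the largest value among them, 1.84, and the others were DCUN1D3, EXTL2, HMGXB3 and FBXO42, between 1.01 and 1.21. The lower ones included 2 genes of DNA replication, MCM4 of the replicative helicase with -1.30 (standard error 0.436) and POLD3 of DNA polymerase delta with -1.21 (standard error 0.448), and CENPM, a centromere protein, with -1.12 (standard error 0.325). TMEFF2, a transmembrane protein, had the most negative value, -3.60 (standard error 1.16), and was 7.71 ± 1.05 (SD, n = 3) with DMSO and 4.11 ± 2.09 (SD, n = 3) with Vorinostat.
The splicing factor subunit SF3A2, the chromatin reader ZMYND11, the neuropeptide gene GAL, the ribosome biogenesis gene NOP14, the transcription factor TCF3, TMEM250 and GADD45GIP1 were also lower, between -1.73 and -1.04. All of these genes had an adjusted p of 1 from limma. For CD109 and GADD45GIP1 both group means lay under a log2 value of 3, so the size of their change is poorly measured. The DMSO means of all the higher genes lay between 1.65 and 2.79, so their sizes and order, with IRAG1 first, are also poorly measured. So are the sizes for CENPM, POLD3, GAL and ZMYND11, whose Vorinostat means lay under 3. With the replicate number as a block, 52 probe sets were higher and 175 lower at the same threshold, of which 9 and 12 were shared with the fit without the block. The counts moved with single arrays. They were 46 higher and 71 lower after quantile normalisation, and 3 and 2 by the methods' t-test. They were 23 higher and 19 lower without DMSO replicate 1, 20 and 25 without DMSO replicate 2, and 5 and 75 without DMSO replicate 3. They were 99 higher and 141 lower without Vorinostat replicate 1, 21 and 0 without Vorinostat replicate 2, and 21 and 12 without Vorinostat replicate 3.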

The top 5 up- and down-regulated differentially expressed genes (Figure 2B table) were validated by quantitative real-time PCR analysis (RQ-PCR). 

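All 10 genes of Fig. 2B were measured here in the direction of the figure, and 7 of them kept it within each of the 3 replicate numbers. Without DMSO replicate 1, 9 of the 10 kept it and IQGAP3 turned. Without Vorinostat replicate 1, 9 of the 10 kept it and CXCL8 turned. The study chose these genes on these samples, so their directions are not independent evidence. ADI1, an enzyme of the methionine salvage pathway, had a log2 fold change of -1.85 (standard error 0.816, adjusted p = 1 from limma), with differences of -3.60, -1.05 and -0.89 within replicate numbers 1, 2 and 3. TCN1, a vitamin B12-binding protein, had the most positive value, 2.39 (standard error 1.47, adjusted p = 1 from limma), with differences of 3.85, 0.93 and 2.39 within the numbers. PRL, the gene of the hormone prolactin, had a log2 fold change of 0.60 (standard error 0.183, adjusted p = 1 from limma). It was the 1 gene of the 10 with an unadjusted p under 0.05 from limma. For PRL, CYSTM1, FCGR1BP and IQGAP3 both group means lay under a log2 value of 3, so the size of their change is poorly measured. So are the sizes for TAPBP, whose Vorinostat mean lay under 3, and for TCN1 and LIMA1, whose DMSO means did.
For several of the genes the difference lay mostly in replicate number 1. LIMA1, an actin-binding protein, differed by 3.04 in number 1 and by 0.19 and 0.39 in numbers 2 and 3. CXCL8, the neutrophil chemokine formerly named IL8, differed by 1.46, 0.15 and 0.32 in numbers 1, 2 and 3. IQGAP3 differed by -2.58, 0.03 and 0.32, FCGR1BP, listed as FCGR1B in the figure, by -2.53, -0.07 and -0.10, and CYSTM1 by 1.59, 0.52 and -0.01. The splicing factor subunit SF3A1 differed by -1.84, -1.75 and -0.07, and TAPBP, which loads peptides on MHC class I, by -1.98, -2.02 and 0.45. None of the 10 genes passed the threshold of the study without the block. With the replicate number as a block ADI1, SF3A1 and TCN1 passed it. Without DMSO replicate 3, ADI1 and SF3A1 passed it.

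**Figure D2:**
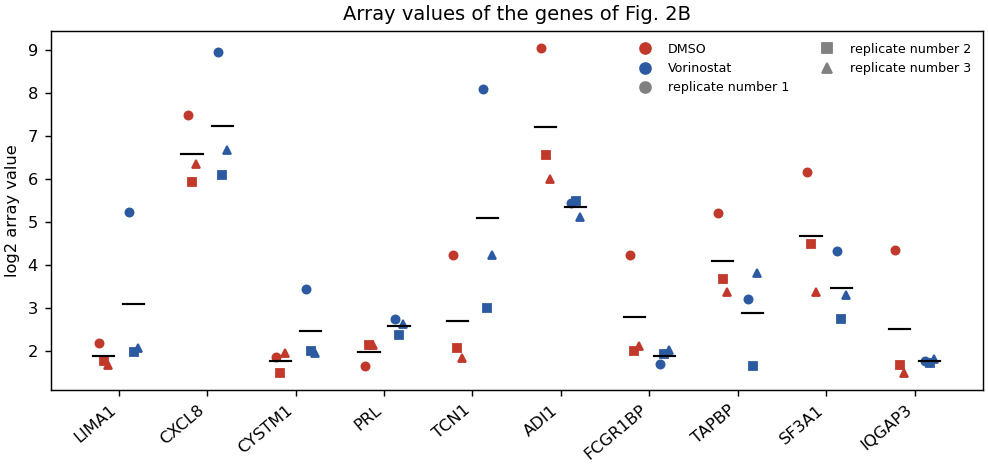
Log2 array values of the 10 genes of Fig. 2B. Each point is 1 array, red for DMSO and blue for Vorinostat, with the marker showing the replicate number, and black bars are group means of n = 3. The group means of TCN1 are 2.71 and 5.10, with the 3 Vorinostat arrays spread from 3.00 to 8.08.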

The RQ-PCR confirmed the directionality of the array findings which underestimated the extent of the fold-change tabulated in (Figure 2B). *In silico* functional analysis was undertaken using DAVID (Database for Annotation, Visualisation, and Integrated Discovery) (available from http://david.abcc.ncifcrf.gov/) which identified that the significantly enriched biological functional groups associated with the differential genes were chromosome organisation and cell cycle; DNA damage response and positive regulation of transcription (Figure 2C).

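Hand-written lists stood for the 7 functions of Fig. 2C, and genes of cell division, chromosome organisation, the cell cycle, the DNA damage response and histone acetylation had mostly lower values with Vorinostat. As groups these 5 lists were lower by camera of limma at its preset correlation, with adjusted p between 1.7e-05 and 0.00758, but with an estimated correlation each had an adjusted p = 0.908. Of 50 cell division genes 47 had a negative log2 fold change, 21 of them within each replicate number, among them the centromere genes CENPM (-1.12), CENPI (-0.30) and CENPA (-0.30). Of 42 chromosome organisation genes 38 were negative, with HMGN2 as above, the histone chaperone CHAF1A at -0.61 (standard error 0.309) and the heterochromatin protein CBX5 at -0.79 (standard error 0.41), while the histone chaperone ASF1A had 0.71. Of 38 cell cycle genes 33 were negative, among them CDC25A, a phosphatase that activates cyclin-dependent kinases, at -1.08 (standard error 0.461) and the replication licensing factor CDC6 at -1.03 (standard error 0.593). Of 42 DNA damage genes 35 were negative, with the DNA ligase LIG1 at -0.79 and the helicase WRN at -0.65, while the kinase ATM had 0.45. Of 44 histone acetylation genes 36 were negative, with the acetyltransferase KAT5 at -0.47, while ING4 had 0.49. Of 37 genes of positive regulation of transcription 19 were positive, with CXXC5 at 0.53, and of 28 genes of regulation of cell proliferation 16 were positive, with DDIT4 at 0.20. Both group means of CENPI, CENPA, ASF1A, CBX5, CDC6, LIG1, WRN, KAT5, ING4, CXXC5 and DDIT4 lay under a log2 value of 3, so the size of their change is poorly measured. So is the size for ATM, whose DMSO mean lay under 3. Housekeeping genes, a control list, were negative in 13 of 13 (adjusted p = 0.0773 from camera of limma). With the block the adjusted p was 0.00169, but adjusted p = 0.727 with an estimated correlation.
The study lists 11 of the cell division genes, 6 of the DNA damage genes, 5 of the chromosome organisation genes, 4 of the histone acetylation genes and 1 cell cycle gene as decreasing on these samples. Of positive regulation of transcription it lists 9 genes as increasing, CXXC5 among them, and 2 as decreasing. Of regulation of cell proliferation it lists 1 gene, DDIT4, as increasing. These members are not independent evidence. At a preset correlation of 0.01, the adjusted p over 42 lists was 1.7e-05 for cell division, 2.54e-05 for chromosome organisation, 0.000854 for cell cycle, 0.00256 for DNA damage response and 0.00758 for histone acetylation. The other 2 lists had an adjusted p of 0.577 for positive regulation of transcription and 0.706 for regulation of cell proliferation. No member of the 7 lists passed an adjusted p under 0.05 from limma, and 0 did when adjusted over the list alone. With the replicate number as a block, 3 chromosome organisation genes passed when adjusted over the list alone, and all were lower. At an unadjusted p under 0.05, 1 gene was lower in each of cell division, DNA damage response and histone acetylation, and 1 was higher in positive regulation of transcription. When the replicate number was a block, 13 chromosome organisation genes, 8 of cell division, 5 of cell cycle, 4 of DNA damage response, 3 of histone acetylation and 2 of positive regulation of transcription were lower at an unadjusted p under 0.05, and 1 of histone acetylation and 2 of positive regulation of transcription were higher.
The medians of the lists differed between the replicate numbers. For cell division they were -1.12, -0.53 and 0.04 in numbers 1, 2 and 3, for chromosome organisation -0.73, -0.99 and 0.04, for cell cycle -0.94, -0.62 and -0.02, for DNA damage response -0.92, -0.27 and 0.05, and for histone acetylation -0.48, -0.20 and 0.04. The control list of housekeeping genes had -0.04, -1.63 and -0.24, a larger fall in number 2 than any of these 5 lists. Without DMSO replicate 1 the adjusted p from camera was 0.85 for chromosome organisation and for cell cycle, and 0.458 for cell division, 0.299 for DNA damage response and 0.651 for histone acetylation, which were then higher. Without Vorinostat replicate 2 it was 0.0887 for chromosome organisation, 0.103 for cell cycle, and 0.249 for DNA damage response and for histone acetylation. Without Vorinostat replicate 3 it was 0.0654 for cell cycle, 0.167 for DNA damage response and 0.0684 for histone acetylation. The fit without DMSO replicate 1 keeps Vorinostat replicate 1, with its higher signal, in 1 group only. By Fisher's exact test the genes past the threshold of the study were enriched in none of the 7 lists, and with the block they were enriched in chromosome organisation (9 genes, adjusted p = 2.2e-09) and cell cycle (3 genes, adjusted p = 0.0401). Fisher's test does not allow for correlation between genes. By camera with the block and an estimated correlation both lists had an adjusted p = 0.727. From the functional groups found among its differential genes, the paper states that the functions of Fig. 2C were enriched.

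**Figure D3:**
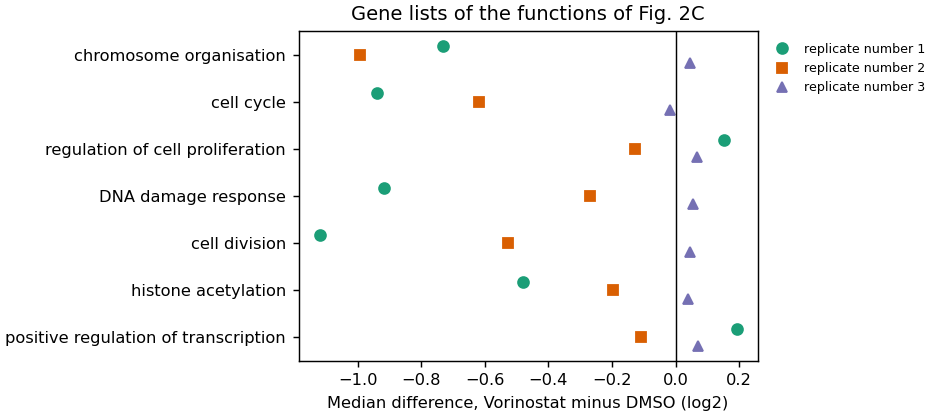
Median difference of each gene list of Fig. 2C, Vorinostat minus DMSO in log2 units, with 1 point per replicate number and a line at 0. For cell division the points lie at -1.12, -0.53 and 0.04.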

**Figure 2:**
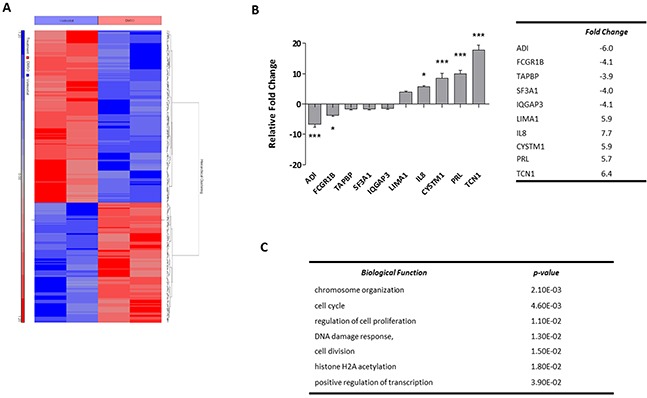
Profiling Vorinostat induced gene expression alterations in OCI-AML3 cells **(A)** Unsupervised hierarchical clustering of significantly differentially expressed genes in OCI-AML3 cells treated with either DMSO control conditions or 1 μM Vorinostat for 24 hours. The blue and red bars to the left of the heatmap show Vorinostat and DMSO samples respectively. On the heatmap, blue regions are indicative of low gene expression (142 genes down-regulated by Vorinostat), whereas high expression is represented by red regions (204 genes up-regulated by Vorinostat). **(B)** The top-5 most significantly up- and down-regulated genes were validated by RQ-PCR, and normalised to GAPDH. Data represents 3× technical replicates and 3× biological replicates. Significance, as calculated by two-way ANOVA, is denoted as * = P<0.05, ** = P<0.01 and *** = P<0.001. **(C)** The top biological pathways associated with significant alterations in gene expression. Of the 346 probe sets corresponding to the genes inputted, 313 were recognised by DAVID.

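Over all probe sets, not only those called, the number 1 arrays of both treatments grouped together, and numbers 2 and 3 did not form groups of their own. Average-linkage clustering on correlation first parted DMSO replicate 1 and Vorinostat replicate 1 from the other 4 arrays, so each group held arrays of both treatments. Pearson's r between arrays over probe sets, which are not independent replicates, was 0.954 for DMSO replicate 1 with Vorinostat replicate 1, 0.835 for the replicate 2 arrays and 0.887 for the replicate 3 arrays. The mean over these 3 pairs was 0.892, against 0.785 over the 6 pairs within a treatment. DMSO replicate 2 correlated more with Vorinostat replicate 3 (0.926) than with Vorinostat replicate 2. The first principal component held 81.2% of the variance, with scores of -174.1 and -154.9 for the replicate 1 arrays and between 49.2 and 113.5 for the other 4. The heatmap of Fig. 2A shows called genes and is drawn with 2 columns per group, and the data used here hold 3 arrays per group, all of which were used.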

### H3K9 is acetylated with Vorinostat treatment

Vorinostat is known to promote acetylation of a number of lysine residues along histone H3 and H4; however one of the most abundantly modified lysines is the activating histone mark lysine 9 on histone H3 (H3K9) [21]. Due to the distinct and accepted role of the acetylation of H3K9 as a marker of transcriptional activation [22, 23] it is therefore of interest to further the knowledge of Vorinostat within AML gene occupancy at the acetylated lysine 9 of histone H3 (Figure 1B). It was of interest to determine where H3K9 acetylation was enriched with regards to the transcriptional start site (TSS) and whether Vorinostat induces any changes to this. Chromatin from OCI-AML3 cells treated with 1 μM Vorinostat, or DMSO, for 24 hrs was isolated and DNA associated with H3K9 acetylation was immuno-precipitated. Template positive Ion Sphere Particles were run on the Ion PGM™ platform, the resulting data was indexed and aligned to hg19 using Bowtie2 [24, 25]. Histone H3K9 acetylation enriched peaks were identified using SICER [26] whilst ChIP Peak was used to develop composite profiles for the region spanning the TSS. These were plotted using the tag densities of the H3K9Ac samples and were expressed as a fold change relative to the input control for both Vorinostat (Figure 3A) and DMSO (Figure 3B) treatments. The DMSO sample had increased acetylation of H3K9 away from the TSS in up- or downstream by more than 1 kb. However, treatment with Vorinostat enriched H3K9Ac within 1 kb of the TSS. The intensity of this also increased, with the DMSO showing a peak tag density (log2 fold change) of approximately 3.75, whereas with Vorinostat induced acetylation of approximately 8.5. This reinforced that Vorinostat induces H3K9 acetylation, particularly with an enrichment close to the TSS (<1 kb).

**Figure 3:**
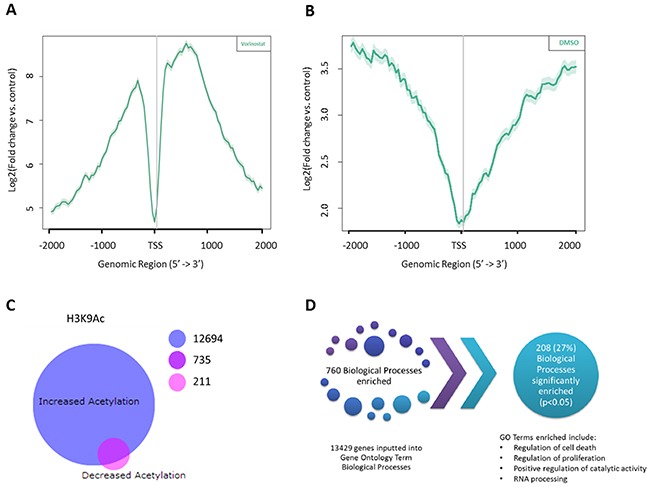
Identifying the global changes in the acetylation landscape in response to Vorinostat in AML cell lines with ChIP-SEQ Composite profiling of regions spanning the Transcription Start Sites (TSS) using histone H3 lysine 9 (H3K9) acetylation tag densities following treatment with either **(A)** Vorinostat or **(B)** DMSO vehicle control. The grey vertical line represents the TSS. **(C)** BioVenn diagram of Vorinostat induced acetylation and deacetylation of H3K9. Significant peaks (p-value (FDR) <0.05) and of good quality (Phred score >15) between the DMSO control and Vorinostat treated H3K9Ac datasets, were mapped to the closest Entrez Gene ID using HOMER, resulting in two genes lists; those significantly enriched for H3K9Ac and those associated with significantly less H3K9Ac. **(D)** Gene Ontology analysis of the 13429 genes associated with a significant increase in acetylation, following Vorinostat treatment, identified 208 biological processes that were significantly enriched.

### Vorinostat modulated pathways and networks

All significant ChIP-SEQ peaks (p-value (FDR) <0.05) of good quality (Phred score >15), between the DMSO control and Vorinostat treated H3K9Ac datasets, were mapped to the closest Entrez Gene ID using HOMER. This identified genes which were significantly enriched for H3K9Ac and those associated with significantly less H3K9Ac. Unsurprisingly 93% (13429 genes) of the Vorinostat induced differentially acetylated genes were only associated with H3K9Ac enrichment, whereas only 946 (7%) of genes showed a decrease in H3K9Ac. Interestingly, 735 (5%) genes demonstrated both acetylated and deacetylated H3K9Ac in response to Vorinostat treatment (Figure 3C).

Gene Ontology (GO) analysis was performed on the genes associated with an increased acetylation (13429 genes) and showed that cell death, cell cycle, cell proliferation and metabolism were significant (p<0.05). This resulted in 760 GO enriched pathways (Figure 3D). Surprisingly, of these 27% of these, 208 biological processes were found to be significant (p<0.05).

Further analysis using the online protein mapping tool STRING identified four networks (Supplementary Figure 2). Several genes from these networks associated with cell proliferation, metabolism, cell death, and cell cycle were selected for further analysis (Figure 4A–4D respectively), although only 50% of these showed a correlation between increased gene acetylation and increased expression.

**Figure 4:**
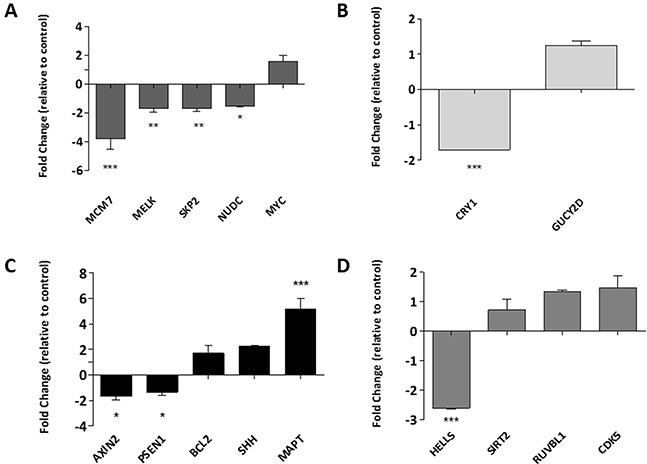
Identifying the biological processes associated with changes in Histone H3K9 acetylation Gene lists associated with specific biological functions of interest, those which feature in the functional annotation of the ChIP-SEQ dataset were compiled and subjected to network analysis. The genes which were identified as central to these networks were selected for further validation by RQ-PCR in networks associated to **(A)** cell proliferation, **(B)** metabolism, **(C)** cell death and **(D)** cell cycle. Data is presented as a fold change relative to the DMSO control, whereby any genes below the x-axis are down-regulated and those above, up-regulated. Experiment was carried out in a biological replicate of three. Significance, as calculated by two-way ANOVA, is denoted as * = P<0.05, ** = P<0.01 and *** = P<0.001.

### Integrated analysis identifies genes associated with induced acetylation and increased expression

Microarray data and enriched genes form the ChIP-SEQ study were integrated to provide a more comprehensive view of mechanism of action of Vorinostat. 

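Of the 176 genes that the paper lists as increasing, 155 were matched to a probe set naming 1 gene, and 132 of these had a positive log2 fold change, 65 of them within each of the 3 replicate numbers. The study chose this list on these samples, so its direction is not independent evidence. LY86, a surface protein of myeloid cells, had a log2 fold change of 0.79 (standard error 0.423, adjusted p = 1 from limma), with differences of 0.70, 0.75 and 0.92 within numbers 1, 2 and 3. MERTK, a receptor kinase of macrophages, had one of 0.33 (standard error 0.0845, adjusted p = 1 from limma), but its group means of 1.39 and 1.72 lay near the medians of the arrays (1.55 to 1.66), where a change is poorly measured. The list also holds 9 genes of positive regulation of transcription and 8 of the actin cytoskeleton and adhesion, such as the integrin ITGA7 at 0.97. It holds 7 genes of the extracellular matrix and 6 neuronal and synaptic genes, such as the synaptic vesicle protein SV2A at 0.69. As groups, the hand-written lists of these functions were not called by camera of limma (adjusted p between 0.174 and 0.577). HDAC5, a histone deacetylase on the list, had -0.31. The group means of ITGA7 and HDAC5 also lay under a log2 value of 3.
The median log2 fold change of the list was 0.37, and within replicate numbers 1, 2 and 3 it was 0.80, 0.05 and 0.17. By camera of limma the list was higher (p = 6.15e-18), but p = 0.121 with an estimated correlation. No gene of the list passed an adjusted p under 0.05 from limma over all genes, and 0 did when adjusted over the list alone. At an unadjusted p under 0.05 there were 11 genes, and 21 with the replicate number as a block. At the threshold of the study there were 0 genes, 3 with the block, 5 after quantile normalisation and 1 with array quality weights. By the methods' t-test there were 0. Single arrays moved this count, to 1 without DMSO replicate 1, DMSO replicate 2 or Vorinostat replicate 2, and to 3 without Vorinostat replicate 3. Without Vorinostat replicate 1, 81 of the 155 genes had a positive log2 fold change, and 103 had one with both number 1 arrays left out.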

The 176 genes identified as showing up-regulation from the transcriptomic analysis were overlapped with the 2613 genes associated with a Vorinostat induced increase in H3K9Ac binding and Pol II binding (a marker of transcriptional activity). This resulted in only an overlap of 32 genes (Figure 5A). However, when Pol II was removed from data filtering, 136 genes were found to have increased gene expression and increased acetylation, suggesting that H3K9Ac is not only a marker of pre-transcriptional signalling, but also of transcribed genes. 

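Of the 137 genes that the paper lists as decreasing, 124 were matched to a probe set naming 1 gene, and 114 of these had a negative log2 fold change, 54 of them within each of the 3 replicate numbers. The study chose this list on these samples, so its direction is not independent evidence. Enzymes of the citric acid cycle were on it, with IDH2, an isocitrate dehydrogenase, at a log2 fold change of -1.17 (standard error 0.536, adjusted p = 1 from limma) and OGDH, of the oxoglutarate dehydrogenase complex, at -0.57 (standard error 0.225, adjusted p = 1 from limma). ELANE, the elastase of neutrophil granules, had -2.04 (standard error 1.39, adjusted p = 1 from limma), with differences of -1.07, -4.23 and -0.83 within numbers 1, 2 and 3. The median of the list was -0.62, and within the numbers it was -1.30, -0.38 and -0.04. By camera of limma the list was lower (p = 6.67e-16), but p = 0.261 with an estimated correlation.
The genes of Fig. 5B are ING3, SLC25A13, GBE1, NCAPG2, EXO1 and SYPL1. All 6 had a negative log2 fold change, 5 of them within each replicate number, and 0 had an unadjusted p under 0.05 from limma. NCAPG2, a subunit of condensin, differed by -1.70, -2.28 and -0.38 in numbers 1, 2 and 3, and GBE1, the glycogen branching enzyme, by -2.91, -0.49 and -0.14. ING3, a subunit of a histone acetyltransferase complex, differed by -3.54, -0.04 and -0.13, so its log2 fold change of -1.24 came mainly from number 1, and EXO1, a DNA exonuclease, had a log2 fold change of -0.21 (standard error 0.52, adjusted p = 1 from limma). NCAPG2 passed the threshold of the study when the replicate number was a block. Without DMSO replicate 1, 4 of the 6 genes had a negative log2 fold change, and 5 had one with both number 1 arrays left out. Both group means of GBE1, SLC25A13, EXO1 and, above, OGDH lay under a log2 value of 3, so the size of their change is poorly measured. So are the sizes for NCAPG2, ING3 and, above, IDH2, whose Vorinostat means lay under 3.
Of the whole list, 0 genes passed an adjusted p under 0.05 from limma over all genes, and 0 when adjusted over the list alone, against 4 over the list alone with the replicate number as a block. At an unadjusted p under 0.05 there were 3 genes, and 28 with the block. At the threshold of the study there was 1 gene, ZMYND11. There were 18 with the block, 12 after quantile normalisation and 6 with array quality weights. By the methods' t-test there were 0. Without DMSO replicate 2 there were 3, without DMSO replicate 3 there were 9, without Vorinostat replicate 1 there were 5, and without Vorinostat replicate 2 or Vorinostat replicate 3 there were 0. Without DMSO replicate 1, 58 of the 124 genes had a negative log2 fold change, and 94 had one with both number 1 arrays left out.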

Comparison of genes associated with a decrease in gene expression (137) and a decrease in H3K9Ac enrichment (946), identified 6 genes in the overlap (Figure 5B). Further protein-protein interactions analysis in STRING resulted in identification of a network of 48 linked genes associated with both increased acetylation and expression (Supplementary Figure 3). 

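Of the 10 genes of Fig. 5C, 7 were measured here, and all 7 had a positive log2 fold change, 4 of them within each of the 3 replicate numbers. The paper selected these genes on these samples, so their direction is not independent evidence. RHOH, a small GTPase of blood cells, was 1.68 ± 0.217 (SD, n = 3) with DMSO and 2.16 ± 0.121 (SD, n = 3) with Vorinostat, a log2 fold change of 0.48 (standard error 0.146, adjusted p = 1 from limma). RHOH and PRL had an unadjusted p under 0.05 from limma. MEF2C, a transcription factor of the myeloid lineage, had a log2 fold change of 1.45 (standard error 1.76, adjusted p = 1 from limma), and the extracellular matrix protein FN1 differed by 1.08, 0.12 and 0.32 in replicate numbers 1, 2 and 3. ETS1, a transcription factor, differed by 2.44, -0.25 and 0.23. The laminin chain LAMA5 had a log2 fold change of 0.37 (standard error 0.192, adjusted p = 1 from limma) and the growth factor receptor FGFR1 one of 0.36 (standard error 0.29, adjusted p = 1 from limma). No gene of the 7 passed the threshold of the study without the block, and MEF2C passed it with the replicate number as a block. The other probe sets of MEF2C did not pass it. They had 0.53, with differences of 1.83, -0.71 and 0.46, and 0.11 (unadjusted p = 0.365 and 0.726 from limma with the block). Without Vorinostat replicate 1, 5 of the 7 genes had a positive log2 fold change, and 6 had one with both number 1 arrays left out. Of the other probe sets, 5 of 6 were positive for FGFR1 (from -0.46 to 0.46, the highest of them within each replicate number), 4 of 6 for FN1 (from -0.99 to 0.70) and 1 of 2 for ETS1 (-0.78 and 0.22), and that of RHOH had -0.02. Both group means of RHOH, LAMA5, PRL, FGFR1 and FN1 lay under a log2 value of 3, where the medians of the arrays were 1.55 to 1.66, so the size of their change is poorly measured. So is the size for ETS1, whose DMSO mean lay under 3. The other genes of the figure were not analysed here.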

Ten genes were selected and validated by RQ-PCR as being up-regulated following Vorinostat treatment (Figure 5C).

**Figure 5:**
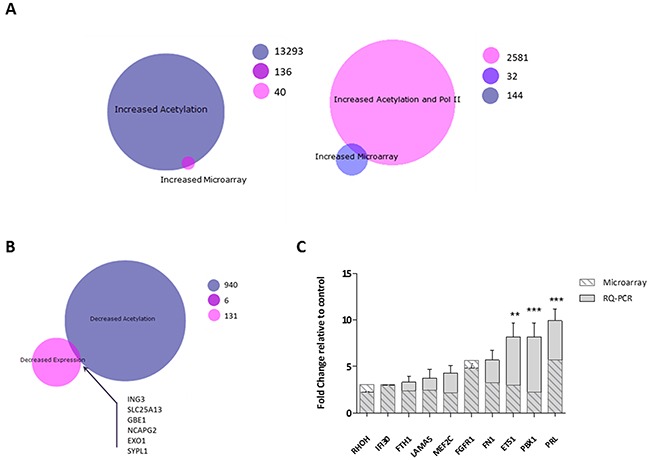
Integrative analysis of Vorinostat induced gene expression changes and alterations in the H3K9 acetylation landscape BioVenn diagrams of to determine overlaps between **(A)** genes with an increase in expression and an increased H3K9Ac binding (left) and genes with an increase in expression and genes associated with an increase in H3K9Ac and Pol II binding (right) **(B)** genes with a decreased expression and a decrease in H3K9Ac binding. Genes in the overlaps, 136 for the increased acetylation/increased expression and 6 for the decreased acetylation/decreased expression, were mapped for protein-protein interactions in STRING, with **(C)** expression of genes central for the networked measured by RQ-PCR. Experiment was carried out in a biological replicate of three. Significance, as calculated by two-way ANOVA, is denoted as * = P<0.05, ** = P<0.01 and *** = P<0.001.

### SHH is an epigenetic induced therapeutic target

Our analysis identified a number of antagonistic up-regulated genes in response to epigenetic priming of the genome by Vorinostat. However, these epigenetic induced targets provide an attractive platform for combination therapy. SHH has been reported to be associated with adverse effects in leukaemia [27]. The modest upregulation of *SHH* mRNA expression following Vorinostat treatment (Figure 4C), was verified at the protein level in a dose dependent manner in two AML cell lines, OCI-AML3 (Figure 6A) and HL-60 (Supplementary Figure 4A). As proof of principal, we tested the tested the potential of inhibiting SHH as a rational partner for combination therapy. SANT-1, a high affinity antagonist of smoothened (SMOH), was ineffective at inducing cell death as a single agent in the OCI-AML3 and HL-60 cell line models (Figure 6B). To assess whether the efficacy of SANT-1 could be improved by combining it with Vorinostat, varying concentrations of SANT-1 were used with a 1 μM dose of Vorinostat, and drug-dose response [28] measured to establish combination indices (CIs) (Figure 6C). The combination index demonstrated potent synergy across most concentrations used with CIs indices <1. Although a concentration of SANT-1 of 2.5 μM had the highest synergy with 1 μM Vorinostat, a lower concentration of 0.1 μM of SANT-1 was also used for further studies to establish a minimum effective dose with limited potential toxicity for future extension into pre-clinical models.

**Figure 6:**
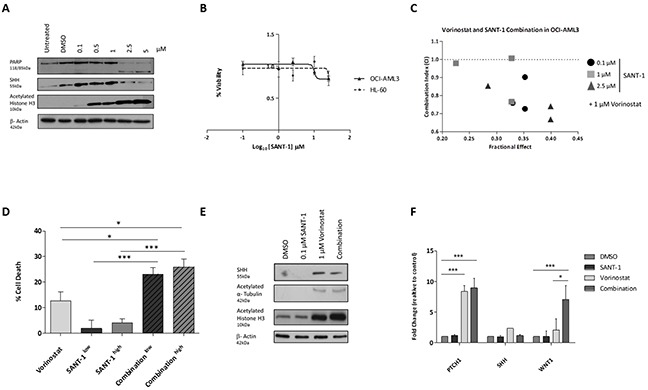
The sonic hedgehog signalling pathway is a therapeutic target for combination therapy SHH expression was measured in **(A)** OCI-AML3 cells treated with Vorinostat or DMSO for 24 hrs. Equal loading was confirmed with β-Actin. **(B)** SANT-1 dose response in AML cell lines after 24 hours. Cell viability was calculated relative to the DMSO control. **(C)** Combination Index (CI) for 24 hour treatments of 1 μM Vorinostat with a concentration of 0.1, 1.0 or 2.5 μM of SANT-1. Data represents a biological replicate of 3. Values shown indicate that most combinations are synergistic (CI < 1). **(D)** Percentage cell death of OCI-AML3 cells was measured using the CellTiter-Glo® viability assay following 24 hours treatment with either sequential treatment of 1 μM Vorinostat with low (0.1 μM) or high dose (2.5 μM) SANT-1, or single agents. Data represents a biological replicate of 3, with data presented relative to the DMSO control (0% cell death). **(E)** Protein expression of SHH was measured following 24 hours treated with the four treatment strategies in OCI-AML3 cells. Equal loading was confirmed with β-Actin. **(F)** *SHH* gene expression was analysed with RQ-PCR. Experiment was carried out in a biological replicate of three. Significance, as calculated by two-way ANOVA, is denoted as * = P<0.05, ** = P<0.01 and *** = P<0.001.

To confirm whether the combination of Vorinostat and SANT-1 was efficacious, OCI-AML3 cells were treated for 24 hours with sequential treatment of 1 μM Vorinostat and low dose (0.1 μM) or high dose (2.5 μM) SANT-1, or as single agents. The extent of cell death, measured by the CellTiter-Glo® Luminescent Cell Viability Assay, significantly increased with both low and high dose combination treatment (∼25% and ∼27.5%) compared to Vorinostat only treatment (∼12%) which was the next most potent treatment (Figure 6D). This trend was also observed in the HL-60 cell line, demonstrating a significant increase in cell death high dose SANT-1 with Vorinostat opposed to Vorinostat treatment alone (Supplementary Figure 4B). Cell cycle analysis of combining a concentration of 1 μM of Vorinostat with low dose SANT-1 (0.1 μM) showed a significant increase in SubG1 (p<0.0005) compared to the DMSO treated profile in the OCI-AML3 cell line (Supplementary Figure 4C). Limited changes in SubG1 populations were evident between combination and Vorinostat as a single agent. However, protein analysis identified a modest reduction in SHH with OCI-AML3 cells treated with the Vorinostat/SANT-1 combination than those treated with Vorinostat alone (Figure 6E). Interestingly the combination treatment induced a marked increase in histone H3 acetylation over Vorinostat alone. Gene expression analysis revealed a repression of *SHH* following low dose combination treatment, returning expression to basal levels compared to Vorinostat alone (Figure 6F). In response to this we looked at the downstream regulator of the sonic hedgehog pathway, *PTCH1*, and *WNT1*, a sonic hedgehog crosstalk signalling pathway. In response to the combination treatment *PTCH1* was induced to significant levels compared to the DMSO vehicle control (P<0.001). *WNT1* mRNA expression was significantly increased with combination therapy compared to the DMSO control (P<0.01), and elevated to a greater extent (P<0.05) than the Vorinostat only treatment.

### Reduced leukaemia burden in Vorinostat-SANT-1 treated recipient mice

OCI-AML3 cells which were retro-virally infected with a firefly luciferase marker, selected and subsequently treated for 24 hours with four treatment arms namely: DMSO, 1 μM Vorinostat, 2.5 μM SANT-1 or 1 μM Vorinostat + 2.5 μM SANT-1 (Figure 7A). Two NOD.Cg-Prkdc^scid^ Il2rgtm^1Wjl^/SzJ (NSG) mice for each treatment arm were injected with 1.5×10^6^ cells via tail vein. Leukaemia burden was followed via serial bioluminescent imaging at days 15, 20 and 28. At day 20, all mice from all treatment arms have evidence of leukaemia burden (Figure 7B). At day 28, no reduction in leukaemia burden was observed in mice receiving the DMSO vehicle control or SANT-1 treated cells. Recipients of the Vorinostat treated cells showed a modest reduction in leukaemia growth compared to control or SANT-1 treatment arms. However, the most striking reduction in leukaemia burden was seen with the Vorinostat and SANT-1 combination treatment at day 28. Combination therapy also extended life by an average of 6 days compared to Vorinostat, the next most effective treatment.

**Figure 7:**
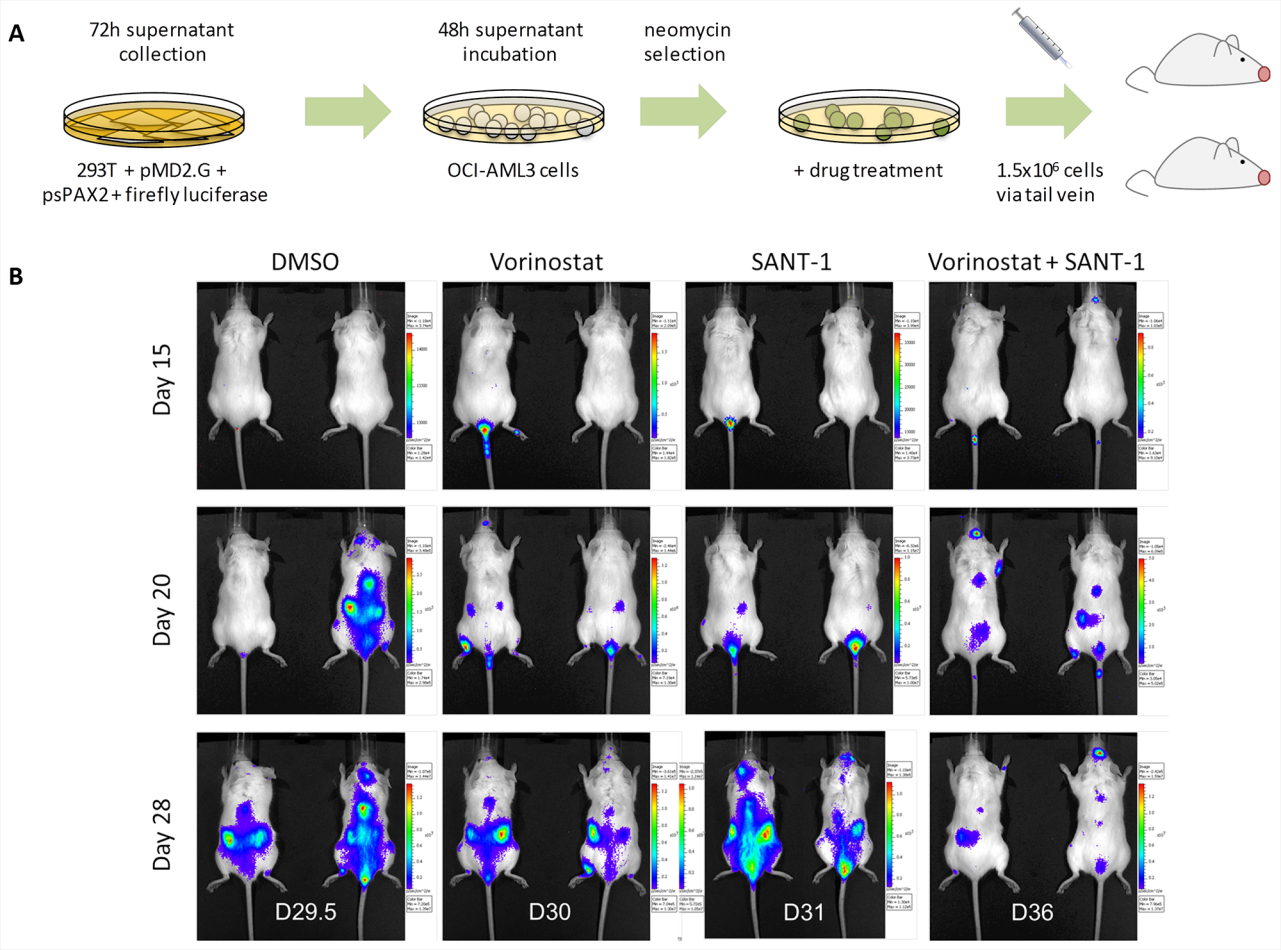
Vorinostat and SANT-1 combination reduces cancer burden in an AML xenograft model **(A)** Outline experimental design for AML xenografts derived from OCI-AML3 cells transduced with firefly luciferase, selected, and drug treated for 24 hours with DMSO vehicle control, 1 μM Vorinostat, 2.5 μM of SANT-1 or combination treatment. Treated cells were transplanted into NSG mice (n=2) via tail vein. **(B)** Mice were imaged at days 15, 20 and 28 to assess cancer burden. Mice were sacrificed at the first sign of disease and survival extension was assessed. Average survival post-transplant for each treatment arm were as follows: D29.5 (DMSO), D30 (Vorinostat), D31 (SANT-1) and D36 (Vorinostat and SANT-1).

## DISCUSSION

It is well established that both genetics and epigenetics play a part in the development of cancer [29–31]. Epigenetic gene regulation involves heritable changes to the chromatin which do not change the DNA sequence, which include DNA methylation and chromatin remodelling [32]. The epigenetic landscape and regulation of AML has been shown to be aberrant and therefore provides attractive therapeutic targets [29, 30, 33, 34]. However, the characterisation of these epigenetic modifiers, including Vorinostat, remains incomplete. With resistance to Vorinostat evident from clinical trials, and insufficient activity to warrant using Vorinostat as a monotherapy, a better understanding of the drug is crucial [19, 31, 35]. This cell-line based study aimed to understand the mechanisms of Vorinostat on cell death, ultimately providing a more comprehensive analysis of Vorinostat by combining gene expression data with genes identified as being associated with acetylated H3K9. From this, the functional characterisation of the consequence of treating a cell with the HDAC inhibitor Vorinostat has been elucidated, including the identification of several, epigenetic primed or epigenetically induced therapeutic targets for a more rational approach to combination therapies [36, 37].

The regulatory processes of HDAC inhibition were underlined with transcriptome analysis of the OCI-AML3 myeloid cell line in the presence and absence of Vorinostat. The Vorinostat signature we observed was significantly enriched for regulators of the cell cycle, cell proliferation and the DNA damage response. Our analysis into the global impact Vorinostat has on histone H3K9 acetylation, identified enrichment around gene promoters and downstream of the TSS of active genes following treatment [38]. It is suggested that the acetylation of promoter regions surrounding the TSS, may provide stability for the binding of other chromatin remodelling factors and facilitate in RNA Pol II binding [38, 39].

Furthermore, our data reinforced the broad biological functions altered in the HDAC equilibrium. Of the 760 pathways enriched, 27% were enriched in cellular functions including key biological process such as proliferation, cell cycle and cell death. The involvement of the latter function fits well with our previously published work where we reported that Vorinostat can potently down-regulate the anti-apoptotic protein C-FLIP in AML [40]. As acetylation islands are reported to predict functional drivers, the integration of transcriptomics data and acetylation sequencing is a logical step in driver discovery [38, 41].

By priming, or epi-sensitising, cells with the epigenetic modifier Vorinostat, possible induced therapeutic targets could be identified through transcriptomic analysis and deep sequencing. Our analysis process has identified that, amongst others, the sonic hedgehog signalling pathway may be a potential, and detrimental, target due its pathway activation. *SHH* is usually inactivated in adult human tissues [42] but aberrant activation of the hedgehog pathway has been reported in a number of cancers [43–46], with it being noted as a driver in medulloblastoma [47]. Furthermore in a haematological setting, the activation of components of the pathway have aided in CML progression [27] and has been cited to promote the self-renewal capacity of human leukaemia cells and has a role in malignant potential in myeloid leukaemia [48, 49]. The use of the SHH inhibitor SANT-1 has shown encouraging results as a monotherapy or in combination with other agents [50, 51]. Whilst SANT-1 demonstrated little efficacy as a single agent in our study it proved to have high synergy when combined with Vorinostat both *in vitro* and in an *in vivo* xenograft model. Strikingly, mice injected with a single bolus of combination therapy treated cells exhibited a profound reduction in leukaemia burden compared to other treatment arms.

The concept of epi-sensitisation, epigenetically priming cancers prior to chemotherapy, is becoming more accepted, with growing evidence that epigenetic agents are altering the transcriptional potential of cancer cells [36, 52, 53]. In addition, clinical trials are highlighting some lower than expected response rates, relapse and evidence of drug resistance a persisting problem. In a clinical setting epi-sensitisation, in combination with rational therapeutic agents, may provide greater response rates.

## MATERIALS AND METHODS

### Cell lines

The AML cell lines HL-60, U937, NB4 and OCI-AML3 (DSMZ, Berlin, Germany) were maintained in RPMI 1640 media with L-Glutamine, supplemented with 10% Fetal Calf Serum (FCS) and 5% Penicillin/Streptomycin (Penicillin 100 μg/μl: Streptomycin 100 μg/μl) (Thermo Fisher Scientific, Paisley, UK).

### Trypan blue exclusion assay

In brief, 20 μl of cell suspension was mixed with an equal volume of Trypan Blue dye (Invitrogen Life Technologies, Paisley, UK) and incubated for 5 min. Cells were counted using a haemocytometer.

### MTT cell viability assay

MTT solution was prepared following manufacturer's instructions. In brief, 100 μl of cells with varying drug concentration, was dispensed in triplicate into a 96 well plate for both 24 and 72 hour time points, and 10 μl of prepared MTT solution (5 mg/ml) (Sigma-Aldrich Company Ltd., Germany) added. Plates were incubated for 3 hours at 37°C, and centrifuged at 200 X g for 5 minute. Supernatant was removed and the pellet was resuspended in 200 μl of DMSO before reading the plates at 590 nm using the Tecan Plate Reader, and Magellan software.

### CellTiter-Glo® luminescent cell viability assay and combination indices (CI)

The CellTiter-Glo® assay reagents were prepared as per the manufacturers recommended instructions. Into a white 96-well plate (Nunc™, Thermo Fischer Scientific), 25 μl of cell suspension was added along with 25 μl of prepared CellTiter-Glo® reagent. Plates were incubated for 30 minutes at room temperature. Luciferase activity was determined using a luminometer. To measure the dose–effect relationship of each drug and its combination and to determine synergy, CIs were calculated using the Calcusyn software package (BioSoft). CI values less than 1 are considered synergistic.

### RNA extraction and microarray

Total RNA was isolated by RNeasy kit (Qiagen, Manchester, UK). Eluted RNA was quantified using the Nanodrop ND-1000 Spectrophotometer (Thermo Scientific, Delaware, USA). Screening of total RNA samples against the Affymetrix™ GeneChip® Human Genome U133 Plus 2.0 Array followed the Microarray Sample Preparation Protocol as developed by Roche (Roche Diagnostics Ltd, West Sussex, UK) as part of the MILE study (23). The generated CEL files were saved and imported into Partek Genomics Suite 6.0 for bioinformatics analysis. Microarray data are available at the Gene Expression Omnibus (GEO) repository, accession number GSE86445. Matched samples were used for both the microarray and ChIP-SEQ.

### Quantitative real-time PCR

cDNA was prepared from 1 μg aliquots of RNA using a High Capacity cDNA Reverse Transcription Kit (Qiagen, Crawley, UK) and diluted 1 in 20 in DEPC-treated water to give a working stock. For quantitative real-time PCR, 12.5 ng aliquots of cDNA were amplified in triplicate on an ABI 7500 real-time PCR system using SYBR® Green primers FastStart SYBR Green Master Mix (Rox) (Roche Diagnostics Ltd, West Sussex, U.K), and primers for human genes or endogenous control GAPDH. The endogenous control GAPDH, had previously been verified as being suitable reference genes for the cell line used using the geNorm assay (Primerdesign, Southampton, UK). Relative quantification was carried out and calibrated to control samples where appropriate. Data was analysed using the standard software for the ABI 7500 real-time PCR system. All primers used for SYBR® Green RQ-PCR were designed in Primer-BLAST, a specific primer finding tool (http://www.ncbi.nlm.nih.gov/tools/primer-blast) using sequences imported from NCBI Gene. Primers were ordered from Integrated DNA Technologies (IDT) and diluted using the relevant volume of nuclease-free water. Primers were assessed by melt curve analysis following RQ-PCR. Primer sequences are listed in the Supplementary Materials (Supplementary Table 2).

### Protein extraction and quantification

Cells were pelleted by centrifugation at 200 X g for 5 minutes and resuspended in 200 μl RIPA buffer with a protease inhibitor cocktail (Sigma-Aldrich Company Ltd., Germany). Lysates were incubated on ice for 30 minutes before centrifuging at 10,000 X g for 20 minutes to remove cell debris. Protein concentrations were determined using the BCA Protein Assay Reagent (Pierce, Rockford, IL). Thirty to 50 μg of protein lysates were resolved by SDS-polyacrylamide gel (12%). The gels were electroblotted onto nitrocellulose membranes (Hybond-P, Amersham, GE Healthcare). Antibody staining was performed with a chemiluminescence detection system (Supersignal; Pierce). PARP (14-6666;eBioscience, Cheshire, UK), SHH (ab53281; Abcam, Cambridge, UK), hyperacetylated histone H3 (#9715; Cell Signalling, Leiden, NL), H3K9Ac (#9649; Cell Signalling, Leiden, NL) and acetylated α-tubulin (#3971; Cell Signalling, Leiden, NL) monoclonal antibodies were used in conjunction with a horseradish peroxidase (HRP)-conjugated sheep anti-mouse or anti-rabbit secondary antibody (P0447 and P0448; Dako, Denmark). Equal loading was assessed using a β-actin mouse monoclonal primary antibody (Sigma, Poole, Dorset, UK).

### Flow cytometry

Cells were fixed by the addition of 1 ml of ice cold 70% ethanol to cell pellets, and resuspended by pipetting up and down. Cells were pelleted by centrifugation at 200 X g for 5 minutes, and resuspended in PI (propidium iodide (40 μg/L)/RNase solution (20 μg/L)) in PBS. Samples were incubated at 37°C for 30 minutes before analysing using the BD LSR II and the BD FACSDiva Software (BD Biosciences, Oxford, UK).

### Inhibitors

The HDAC inhibitor Vorinostat and sonic hedgehog pathway inhibitor SANT-1 (Selleck Chemicals, Munich, Germany), were prepared in high purity DMSO, and stored in aliquots at −80°C until required.

### Chromatin immunoprecipitation and deep sequencing (ChIP-SEQ)

Following 24 hour treatment with either 1 μM Vorinostat or control conditions, 2×10^6^ OCI-AML3 cells were washed and pelleted. ChIP was achieved using the MAGnify™ Chromatin Immunoprecipitation System (Thermo Fisher Scientific, Paisley, UK) following the manufacturer's guidelines, with additional optimisation where needed. In brief, chromatin was crosslinked in a final concentration of 1 % formaldehyde for 10 minutes recommended by the protocol, and resuspended to 2 million cells per 500 μl of lysis buffer into 1.5 ml TPX microtubes (Diagenode, Liège, Belgium). The Bioruptor® UCD-200 was used to generate 100-300 bp fragments. To optimise the shearing, 1.5 ml TPX microtubes of prepared chromatin high was sonicated for 15 seconds ON/OFF for three 5 minute intervals, followed by a 7-minute interval (5 min, 5 min, 5 min, 7 min). Ice was replenished between each interval. Before proceeding with the protocol, the sonication of fragments to the appropriate size was evaluated on a 2% DNA gel. Sonicated chromatin was diluted to 2×10^6^ cells/ml. The IP was performed by binding 10 μg of antibody, H3K9Ac (49-1009), Pol II (9-1033) or IgG controls (Thermo Fisher Scientific, Paisley, UK) to Dynabeads® (Thermo Fisher Scientific, Paisley, UK), and incubating overnight at 4°C with 100 μl (2×10^5^cells). Samples and controls were reverse crosslinked with Proteinase K and purified with DNA Purification Magnetic Beads before eluting in 50 μl of elution buffer. Ion ChIP-SEQ libraries were prepared and adapters added using the Ion Xpress Fragment Kit (Thermo Fisher Scientific, Paisley, UK). After the library preparation, the quality of the library was assessed by the Agilent 2100 Bioanalyzer™ instrument with Agilent High Sensitivity DNA Kit (Agilent Technologies, Cheshire, UK). Libraries were diluted with Low TE buffer to a final concentration of 15 pM. Ion Sphere Particles were prepared with the template positive libraries using the Ion OneTouch™ System. After setup and initialisation of the Ion OneTouch™ System, an amplification solution was prepared and installed, and ISPs enriched as per the Ion OneTouch™ 200 Template Kit v2. Following the removal and washing of the enriched ISPs, the ISPs were stored at −20°C until sequencing. The sequencing of the prepared ISPs, using the PGM™ platform, was performed as per the Ion Sequencing Kit User Guide v2.0, along with the relevant reagents in the Ion PGM™ Supplies Kit, Ion Sequencing Reagents Kit and Ion PGM™ Reagents Kit on the Ion 318™ Chips (Thermo Fisher Scientific, Paisley, UK).

The FASTQ files from the Torrent Server were sorted and aligned using Bowtie2 [24, 25] resulting in a SAM file (Sequence Alignment Map) which was converted to a BAM file (Binary Alignment Map) whilst the quality of reads was assessed using the MAPQ (MAPping Quality). Using BEDtools, files were converted from BAM files to BED files [54] for viewing in the Integrated Genomics Viewer (IGV) (available from http://www.broadinstitute.org/igv/) [55, 56].

Enriched ChIP regions were identified using the peak finder SICER (window size of 400 bp and a gap size of 1200 bp) [26]. The peaks identified were then mapped to the nearest gene via Entrez ID using HOMER, (Hypergeometric Optimization of Motif EnRichment) [57]. The HOMER files were imported into Partek Genomics Suite 6.0 whereby Gene Ontology analysis could be carried out to determine the functionality of the genes enriched.

### Xenografts

OCI-AML3 cells were seeded the day before transfection at 5×10^6^ cells/10 cm dish and grown to approximately 70-80% confluency. Transfection of 293T cells was performed using Turbofect (Thermo Scientific, Massachusetts, USA) with a molar of 1:3:6 ratio of VSV-G envelope vector pMD2.G, packaging vector psPAX2, and firefly luciferase vector pSLIEW (kindly provided by Prof Olaf Heidenreich). Viral supernatant was harvested and filtered 72 hours after transfection. A volume of 500μl filtered pSLIEW virus was added to 2×10^5^ cells in 200 μl medium with 8 μg/ml Polybrene (Sigma Aldrich) and incubated for 48 hours before selection in neomycin. Validation of OCI-AML3 transduction was performed using Bruker *In Vivo* Xtreme imaging system before cells were treated and transplanted.

Cells were treated *in vitro* with control, each single agent and 1 μM Vorinostat plus 2.5 μM SANT-1. As 2.5 μM SANT-1 showed the greatest synergy *in vitro*, this was brought forward for our xenograft study. A total of 1.5×10^6^ cells per mouse were counted via Trypan Blue staining, resuspended in PBS and transplanted via tail vein injection into recipient NSG mice (each treatment group n=2). Mice were imaged using the Bruker *In Vivo* Xtreme imaging system three times. Mice were sacrificed at the first sign of disease and survival extension was assessed. Animal handling followed the guidelines of the UK Animals (Scientific Procedures) Act 1986 and were carried out under the Home Office License (approval granted 11th March 2014, license number PPL2760). Experimental procedures were approved by the Animal Welfare Ethical Review Board (AWERB), Queen's University Belfast.

### Statistical analysis

Unless otherwise indicated, all data is presented as the mean± s.e.m. and P values were calculated by two-tailed Student's t-test using GraphPad Prism software. Significant statistical differences (*P<0.05, **P<0.01, ***P<0.001) are indicated.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Integrated analysis of the molecular action of Vorinostat identifies epi-sensitised targets for combination therapy
**Source:** Oncotarget. 2017 Jul 1;8(40):67891–903. doi: 10.18632/oncotarget.18910
**Supplement:** Supplementary file 2

| ***Increasing***  IL8  TCN1  LIMA1  CYSTM1  PRL  FGFR1  PNMA2  F11R  WIPI1  VAT1L  FAM70A  USP53  TUBA1A  STC1  SAMSN1  CCDC151  FYN  MFAP2  CCL2  SRPX  FHL1  SAT1  GMPR  SYNPO2  AGTRAP  BCL2A1  PFKM  PROCR  EXT1  RIN2  SYT11  PHLDA2  PFN2  Hs.659940  FN1  CD59  RAB31  S100A10  KIF5C  PPIC  SMARCD3  MTSS1  RHOH  IFI30 | TMEM38A  DIXDC1  ETS1  LPHN1  JUN  TP53INP2  A2LD1  SERPINB10  MXRA7  GZMA  MLLT11  H1F0  COL15A1  TMOD2  SQRDL  CDC42EP3  LOC729013  LOC283674  SYNGR1  BMP2  ARID5B  LOC100506922  JHDM1D  NPR3  ZCCHC5  CXXC5  CD46  RALGAPA2  ANKRD22  ASMTL  OXR1  WWTR1  TBL1X  CKB  KCNMB4  GRK5  RAB13  KCNK5  LAMA5  TPD52L1  HK1  IFT80  TUBA4A  PBX1  FBXO18  PREX1 | FTH1  DGKA  FAM134B  GALNT12  PLEKHH2  BCORL1  SEMA6A  EGFL8 /// PPT2 /// PPT2-EGFL8  KIF1B  NIPSNAP1  SPTBN1  HN1  FNDC3B  RFX2  STON1  PTPN14  COL1A1  TMSB4X  CYFIP2  WDR44  PEX1  PPP1R26  GLYR1 /// SEPT6  LATS2  CSNK2A2  FYCO1  GABARAPL1  PGPEP1  ITM2C  CD163L1  SNX10  CCPG1 /// DYX1C1-CCPG1  IGF2R  TCEAL4  MEF2C  ACP6  PLXND1  GPR157  CORO1C  ITGA7  ACRBP  ACSF2  SLC46A3  METTL9 | ECI2  LOC100507507  PVRL2  MYADM  GPR155  NIPAL3  NEDD4L  ARHGAP18  SH3PXD2B  PAPPA  MIR22 /// MIR22HG  C16orf70  C9orf89  HRH1  MERTK  FBXO15  H2AFJ  FEZ1  DDIT4  AGXT2  RPS15A  GALE  TLE1  TACSTD2  HEATR7A /// LOC100652949 /// LOC377711  TRIM9  BTN3A2  TCTEX1D1  SV2A  LY86  HDAC5  PDE4A  RASA3  TIMP2  VCL  NGF  ZNF544  CCBL1  WWOX  PAM  LOC283683 /// LOC646278  CBY1 | ***Decreasing***  ADI1  IQGAP3  FCGR1B  SF3A1  TAPBP  ING3  PHF19  MS4A6A  ZMYND11  CTPS1  NBN  CENPT  CCNA2  CLSTN2  TLN1  CAPN7  RXFP1  HYLS1  SMG9  PMF1  CNOT3  GEN1  GALNT1  KEAP1  ELANE  ENSG00000261179  GALNT7  GTSE1  IDH3A  ALDH5A1  P2RY2  ARHGAP9  NDC80  SLC25A13  ZNF318  LOC730102  NAA25  PTK2B  TTC27  ZBTB33  PCBD2  THG1L  ANLN  TOR1AIP1 | ATP13A3  SAP30L  RNFT1  GBE1  ITSN2  DIS3L  SFMBT1  NAGA  NIPSNAP3A  CS  EPHX1  GTF3C6  INTS7  GBF1  TRMT5  AVEN  TUBGCP5  BRPF3  ATAD2B  SRD5A3  DEPDC1  EFCAB2  MCM5  OTUB1  BRCA1  SMC1A  CDK3 /// TEN1-CDK3  SLC10A4  PSRC1  APOBR  XPOT  EIF3M  LANCL2  HJURP  STIL  C7orf55  LILRB4  METTL21D  YWHAE  ZNF689  IDH2  DDX11 /// DDX12P /// LOC642846  UNG  DNAJC9  MDC1 | NCAPG2  PDS5B  CENPH  SMAD4  SRRM1  SULT1A2  OGDH  EXO1  TEP1  PATZ1  MCM10  CTNND1 /// TMX2-CTNND1  FAM122B  EHD1  NFYC  GINS2  IL12RB1  PGK1  SDAD1  SIRPB1  PTRHD1  HMGN2  ACTL6A  DPP3  SLX1A-SULT1A3 /// SLX1B-SULT1A4 /// SULT1A3 /// SULT1A4  ALDH6A1  SSRP1  CIZ1  ACSL5  CALCOCO2  TTK  VAMP8  BCLAF1  CEP78  SEPHS1  DNAJA4  ILF3  COPS7A  FAM178A  KPNA4  SERP1  TXNDC15  SYPL1 | CPSF7  DHRS9  EPC1  NCOA5  ZNF259 /// ZNF259P1 |
| --- | --- | --- | --- | --- | --- | --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

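RNA of OCI-AML3 cells given DMSO (3 samples) or 1 μM Vorinostat for 24 h (3 samples) was measured on Affymetrix HG-U133 Plus 2.0 arrays. The authors deposited 1 table with a log2 value per probe set and array, and per the paper's methods the array files had been imported into Partek Genomics Suite before. The submitters' processing notes name MAS5 and RMA with no version, role or order. The scale was read as log2 from the values, whose lowest was 0.868 and highest 13.76. The upper percentiles of the arrays differed, so the deposited values are not quantile normalised across the 6 arrays. Each group holds 3 arrays that were not pooled, with the replicate numbers 1, 2 and 3. The sources used here do not say whether these were separate cultures, so a p-value measures the spread between these samples only, and their number limits the precision.

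The table holds 54675 probe sets. After 62 control probe sets were left out, 54613 were tested with no further normalisation and no filter on dim probe sets. Of these, 41091 name 1 gene here, 1801 name several genes and 11721 are unnamed here. Values per gene are those of the probe set with the highest mean over the 6 arrays among those naming 1 gene, which gave 19775 genes. Vorinostat was compared with DMSO by limma (version 3.58.1, R 4.3.3; lmFit and eBayes with default settings, no block and no covariate) with Benjamini-Hochberg adjustment over all probe sets tested. The threshold of the study is over 2-fold with an unadjusted p under 0.05, and the fit of limma stood for its test. The methods name a two-tailed Student test for the whole paper, which was run as an alternative. Exact permutation of 3 arrays against 3 cannot give a two-sided p below 0.1, so no p-value from it is reported. Other splits of the 6 arrays are described by counts only.

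Gene lists were written by hand before the data were examined. Of the 42 lists, 7 stand for the functions of Fig. 2C, namely chromosome organisation, cell cycle, regulation of cell proliferation, DNA damage response, cell division, histone acetylation and positive regulation of transcription. The others cover DNA replication, hedgehog signalling, WNT signalling, histone deacetylases, histone genes, pro-survival genes, pro-apoptotic genes, the TCA cycle, glycolysis, cholesterol synthesis, ribosome biogenesis, ribosomal proteins, the proteasome, tubulin and microtubule motors, actin cytoskeleton and adhesion, extracellular matrix, neuronal and synaptic genes, autophagy and lysosome, MHC class I and class II antigen presentation, chemokines and cytokines, interferon response, neutrophil primary granule proteins, monocyte and macrophage markers, HOX and leukaemia stem cell genes, heat shock and protein folding, and oxidative stress and iron, with markers of T and NK cells, B cells, erythroid cells, megakaryocytes, fibroblasts, epithelial and endothelial cells and a control list of housekeeping genes. They were tested with camera of limma at a preset correlation of 0.01, with adjustment over the 42 lists, again with an estimated correlation, with fry, which tests a list against no change and not against other genes, and with a one-sided Fisher's exact test of the genes past the threshold of the study. Members with no probe set of their own were not analysed here. The lists are shorter than the DAVID groups of the paper and cannot give its enrichment values.

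The genes named in the text follow a rule set before the data were examined. It takes every gene that the paper names in Figs. 2B, 4, 5B and 5C or in its text on expression, the 10 genes with the largest rise and the 10 with the largest fall among those past an adjusted p under 0.05 with the groups apart, and up to 4 members of each list with the smallest adjusted p in each direction. As no probe set passed the adjusted p, the places were filled by fold from the probe sets past the threshold of the study. The adjusted p did not rank the list members, so they were taken in the order of the unadjusted p from limma. The values of Figs. 2B, 4 and 5 had been seen in the paper. Genes that the paper names and that had no probe set of their own were not analysed here. Supplementary Table 1 lists 176 increasing and 137 decreasing genes, and 155 and 124 of them had a probe set naming that 1 gene.

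Whether the replicate number pairs the samples is not stated. The deviations of arrays from their group mean were compared over probe sets, which are not independent replicates. Their correlation was 0.874 for the number 1 arrays, 0.599 for number 2 and 0.672 for number 3. Each lay above 0.1, the level above which the numbers were taken to pair the samples, so values with the replicate number as a block are given beside the results. Counts with the block had been seen before this check was run. The correlation was 0.695 between DMSO replicate 3 and Vorinostat replicate 2 and 0.594 between DMSO replicate 2 and Vorinostat replicate 3, so numbers 2 and 3 were not told apart.

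The alternatives set before the data were examined were the replicate number as a block, quantile normalisation, centring on the median, limma-trend, array quality weights, a filter to the probe sets with the larger means, each array or replicate number left out, the methods' test, the mean of all probe sets of a gene, other thresholds, other set tests and Spearman correlation. After the data were seen, 5 settings were added. They were quantile normalisation with the block, the same with limma-trend, and quantile normalisation of the 4 arrays left without number 1, 2 or 3.

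The pipeline was tested on simulated data with 100 changed probe sets of each size among 54613. With a spread of 0.2 limma found 99 of 100 changes of 1 on the log2 scale at an adjusted p under 0.05. With the spread of each probe set between replicates it found 0, and 21 at the threshold of the study, or 46 for changes of 2. A change of 1 lies at the 2-fold cut of that threshold, which found only 50 of 100 of them with a spread of 0.2. Its counts for changes of 1 are therefore not plain detection rates. With the differences between replicate numbers kept, the threshold of the study found 10 without the block and 38 with it for changes of 1, and 36 and 82 for changes of 2. Tables were read with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.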

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

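The tests of the number 1 arrays, those of the authors' normalization, the other splits of the probe set counts and the splits of the gene lists that part all 3 replicate numbers were chosen only after the result was seen, and the tests on matched lists and the 10 splits of the gene lists were chosen before.

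Outside the functions that the paper discusses, 8 gene lists stood apart by camera of limma at its preset correlation. With an estimated correlation each had an adjusted p = 0.908. By fry, which tests a list against no change and not against other genes, it was 0.99. Fits without 1 of the number 1 arrays keep the other, with its higher signal, in 1 group only. Calls lost or turned in them do not tell a missing change from that imbalance. Genes of DNA replication were lower (adjusted p = 0.00106, 37 of 42 negative, 3 of them listed by the study as decreasing), and without DMSO replicate 1 the adjusted p was 0.609 with the direction turned, without Vorinostat replicate 2 it was 0.148 and without Vorinostat replicate 3 it was 0.167. TCA cycle genes were lower (adjusted p = 0.00994, 13 of 15 negative, 4 of them listed by the study as decreasing), and the adjusted p was 0.937 without DMSO replicate 1, 0.609 without Vorinostat replicate 2 and 0.207 without Vorinostat replicate 3. Ribosomal proteins were lower (adjusted p = 0.00677, 23 of 24 negative), and the adjusted p was 0.85 without DMSO replicate 1, 0.658 with the direction turned without Vorinostat replicate 2, 0.0957 without Vorinostat replicate 3 and 0.357 after quantile normalisation. The medians of the TCA cycle list were -0.24, -1.14 and -0.17 in numbers 1, 2 and 3, and those of the control list of housekeeping genes -0.04, -1.63 and -0.24, so the control fell more in number 2, where the fall of the TCA cycle list mainly lay. The ribosomal protein list had -0.0008, -2.26 and -0.32, the neutrophil list named next -0.77, -1.08 and -0.20, and DNA replication -0.84, -0.39 and -0.03. Neutrophil primary granule proteins were lower (adjusted p = 0.033, 9 of 10 negative, 1 of them listed by the study as decreasing), and the adjusted p was 0.679 without DMSO replicate 1, 0.58 without Vorinostat replicate 2 and 0.0957 without Vorinostat replicate 3.

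Chemokines and cytokines were higher by the same test (adjusted p = 0.033, 19 of 29 positive, 5 of the list given by the study as increasing), and the adjusted p was 0.234 without DMSO replicate 1, 0.206 without DMSO replicate 3 and 0.644 without Vorinostat replicate 1. Interferon response genes were higher (adjusted p = 2.27e-06, 27 of 28 positive, 10 of them within each replicate number), and without Vorinostat replicate 1 the adjusted p was 0.95 with the direction turned. Erythroid markers were higher (adjusted p = 0.0303, 7 of 8 positive), and the adjusted p was 0.699 without DMSO replicate 1, 0.249 without Vorinostat replicate 2, 0.266 without Vorinostat replicate 3 and 0.0652 after quantile normalisation. Fibroblast markers were higher (adjusted p = 0.0159, 11 of 13 positive), and the adjusted p was 0.609 without DMSO replicate 1, 0.0605 without Vorinostat replicate 2 and 0.465 without Vorinostat replicate 3. The medians of these 2 marker lists lay between 1.46 and 1.95 on every array, where the medians of all probe sets lay between 1.55 and 1.66. Other alternatives set before the data were examined also ended calls. With array quality weights the adjusted p was 0.548 for chemokines and cytokines, 0.129 for neutrophil primary granule proteins and 0.0784 for erythroid markers. With the probe sets of larger mean it was 0.102 for erythroid and 0.128 for fibroblast markers, with limma-trend 0.0544 for neutrophil primary granule proteins, and with the mean of all probe sets of a gene 0.0571 for these and for TCA cycle genes and 0.199 for fibroblast markers. With an estimated correlation none of the 8 lists was called (adjusted p = 0.908).

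The replicate number 1 arrays of both treatments stood apart from the other 4 arrays. They belong to both treatments, and no biological explanation was tested. The other 4 arrays had a lower signal, with a 99th percentile between 4.85 and 6.225 against 8.578 and 8.555 on the number 1 arrays. The cause of the lower signal was not tested, nor whether it alone set the number 1 arrays apart. RNA degradation stays open, since by the beta-actin control 0 of the other 4 arrays had a larger difference between the 3 prime and the 5 prime end than both number 1 arrays, and by the GAPDH control 3 of them had. A difference between cultures or batches was not tested, since the sources used here give neither.

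Interferon response genes were higher mainly in replicate number 1, with median differences of 2.10, 0.06 and 0.07 in numbers 1, 2 and 3. The authors' normalization is argued against as the whole cause, since after quantile normalisation the medians were 1.27, 0.0782 and 0.0825, with a lower quartile of 0.696 in number 1. A lower signal on the arrays of numbers 2 and 3 stays open for the small differences there. The list stood at percentile 68.8 of 1000 lists of other genes matched on their DMSO level and difference in number 1. Matching on number 1 also picks its noise, so this test does not tell a loss of signal from a difference peculiar to number 1. A response to Vorinostat in number 1 stays open and was not tested.

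Cell division genes were lower in replicate numbers 1 and 2 and not in number 3, with medians of -1.12, -0.53 and 0.04. The authors' normalization stays open, since after quantile normalisation the medians were -0.602, -0.584 and -0.0566, so numbers 1 and 3 lay closer, and the members in number 3 went both ways (quartiles of -0.363 and 0.25). Against it, 42 of 50 members still lay lower in number 1 than in number 3 (47 before), number 2 stayed as low, and it was read as argued against until the bound of the test was widened to the quartiles after the values were known. A lower signal on the arrays of number 3 stays open. The list stood at percentile 29.1 of 1000 lists matched in the same way, which does not decide it, with the same limit to the test. An effect of Vorinostat that differs between samples stays open and was not tested.

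There are too few splits of the 6 arrays for a share under 0.05. At the threshold of the study the real split gave 24 probe sets and the highest other split 3941, and 6 of the 10 splits gave as many as the real one. The highest split set DMSO replicates 1 and 2 with Vorinostat replicate 1 against the rest, and the 4 splits that keep both number 1 arrays together gave between 553 and 3941, which points to a structure of the samples. With the replicate number as a block, where 4 splits part all 3 numbers, the real split gave 227 and the highest other 373, and 2 of the 4 gave as many. By camera the real split called 13 lists and the highest other 30, and 5 of the 10 called as many, where the 4 that keep both number 1 arrays together called between 20 and 30. Of the 4 splits that part all 3 numbers, only 1, the real one, called as many as 13, and the highest other called 7. With the block the real one called 19 and the highest other 16, so again 1 of the 4 called as many.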

How the results depend on the processing

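The combinations of quantile normalisation with the block, with limma-trend or with 4 arrays were chosen after seeing the data. No probe set passed an adjusted p under 0.05 from limma in any of the settings tried. Without the block, 9 probe sets were higher and 15 lower at the threshold of the study. The counts became 52 and 175 with the replicate block, 46 and 71 after quantile normalisation, 52 and 67 with array quality weights, 3 and 2 by the methods' t-test, 53 and 27 over 1.5-fold and 0 and 0 with an adjusted p under 0.05. With limma-trend 7 were higher and 5 lower. They became 133 and 149 after quantile normalisation with the block, 187 and 106 with limma-trend added, and 126 and 112, 85 and 59, and 60 and 141 on the 4 arrays without number 1, 2 or 3. With arrays left out they ranged from 5 to 99 higher and from 0 to 205 lower.

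The 5 called functions of Fig. 2C, chromosome organisation, cell cycle, DNA damage response, cell division and histone acetylation, had an adjusted p of 0.908 with an estimated correlation and 0.99 by fry, which tests for no change and not against other genes. For histone acetylation it was 0.081 after quantile normalisation, 0.188 with array quality weights, 0.0992 after quantile normalisation with the block, 0.0865 with limma-trend added, and 0.718 and 0.138 on the 4 arrays without number 1 or 2. For DNA damage response it was 0.103 on those without number 1. With arrays left out it ranged from 1.64e-09 to 0.85 for chromosome organisation, from 9.85e-07 to 0.85 for cell cycle, from 5.23e-07 to 0.299 for DNA damage response, from 2.66e-11 to 0.458 for cell division, from 3.95e-06 to 0.651 for histone acetylation, from 0.0619 to 0.942 for positive regulation of transcription and from 0.115 to 0.972 for regulation of cell proliferation. Without DMSO replicate 1 the direction turned for DNA damage response (0.299), cell division (0.458), histone acetylation (0.651) and DNA replication (0.609). It turned without Vorinostat replicate 2 for ribosomal proteins (0.658, in a range from 1.15e-09 to 0.85, and 0.833 after quantile normalisation of the 4 arrays without number 2), and without Vorinostat replicate 1 for interferon response (0.95, from 9.04e-12), autophagy and lysosome (0.00814, up to 0.963) and oxidative stress and iron (0.0464). A direction was counted as turned only where the list passed the threshold in at least 1 of both fits.

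Of 161 comparisons of the 7 functions 129 stayed on their side of the threshold, 29 lost the call and 3 turned. Of 805 of the other lists 681 stayed, 72 lost the call, 46 gained it and 6 turned. Of 7952 for named genes 7586 stayed, 217 lost the call, 149 gained it and 0 turned. With arrays left out, from 81 to 138 of the genes of Supplementary Table 1 given as increasing were positive and from 58 to 117 of those given as decreasing were negative. By Spearman correlation arrays of the same number had a mean of 0.7105 and arrays of the same group 0.5811. The cause was not tested for any of these changes. Fits without 1 of the number 1 arrays keep the other, with its higher signal, in 1 group only. The pseudocount alternatives do not apply to log2 values. The files give no background, so what signal over background limits was not measured.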

Differences from the paper's values

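The settings that combine quantile normalisation with the block, with limma-trend or with 4 arrays were chosen only after the values were seen, and all others before.

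The paper states 204 up-regulated and 142 down-regulated genes at its threshold of over 2-fold and p under 0.05, and limma gave 9 and 15 probe sets here. For the paper's 204, none of the alternatives set before the data were examined came within 1.5 times at that threshold, and the highest was 99. By other thresholds without the block, over 2-fold alone gave 144 higher and 419 lower probe sets. An unadjusted p under 0.05 from limma alone gave 272 and 273. For the paper's 142, the replicate block (175), leaving out Vorinostat replicate 1 (141) and leaving out replicate number 1 (205) came within 1.5 times at the paper's threshold. The others did not at that threshold. The paper gives 176 increasing and 137 decreasing genes for its overlaps, and 9 and 11 genes were named by the probe sets here. For the paper's 176 none of those alternatives came within 1.5 times at the paper's threshold, and the highest was 82. For the paper's 137 the replicate block (145), leaving out Vorinostat replicate 1 (114) and leaving out replicate number 1 (146) did. The others did not at that threshold.

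After the values were seen, 5 further settings were chosen and tried, and each drops most of the 279 genes of Supplementary Table 1 that were matched here. Chosen in this way, quantile normalisation with the block and limma-trend gave 187 higher and 106 lower probe sets (158 and 94 genes) and dropped 257 of the paper's genes. Chosen in the same way, quantile normalisation with the block gave 133 and 149 (117 and 134 genes) and dropped 253. On the 4 arrays without number 1, also chosen after seeing the values, it gave 126 and 112 (111 and 99 genes) and dropped 269. On those without number 3 it gave 60 and 141 (53 and 128 genes) and dropped 252, and on those without number 2 it gave 85 and 59 (77 and 52 genes) and dropped 257. Without any of these settings 278 of the 279 genes were not called, and with the replicate block 258 were not.

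The array fold changes of Fig. 2B were read by eye, and the difference was judged on the log2 scale against the standard error from limma. This error measures the spread between arrays, not how far the paper's computation and that used here should differ on the same arrays. No difference therefore means only that the gap lay within it. For FCGR1BP the paper's value is about -4.1 in Fig. 2B and the value here -1.87, with no difference without replicate number 2 or 3. For TAPBP the paper's is about -3.9 in Fig. 2B and the value here -2.28, with no difference with limma-trend, by the methods' t-test, or without DMSO replicate 2, DMSO replicate 3, Vorinostat replicate 1, Vorinostat replicate 3 or replicate number 3. For IQGAP3 the paper's is about -4.1 in Fig. 2B and the value here -1.68, with no difference without DMSO replicate 2, DMSO replicate 3, or replicate number 2 or 3. For LIMA1 the paper's is about 5.9 in Fig. 2B and the value here 2.31, with no difference without Vorinostat replicate 2, Vorinostat replicate 3, or replicate number 2 or 3. The paper's values for CXCL8, CYSTM1 and PRL are about 7.7, about 5.9 and about 5.7 in Fig. 2B, and the values here are 1.56, 1.62 and 1.52, which differed under each alternative set before the data were examined. These values are those of the probe set with the highest mean. A second probe set of CXCL8 had a log2 fold change of 1.59 (standard error 1.42), which lies within its standard error of the paper's value on the log2 scale. All other alternatives set before the data were examined left a difference for FCGR1BP, TAPBP, IQGAP3 and LIMA1.

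In Fig. 5C, read by eye, the paper's array fold change is about 3.0 for RHOH, about 2.5 for LAMA5, about 5.6 for FGFR1 and about 5.7 for PRL, and the values here are 1.4, 1.29, 1.28 and 1.52, which differed under each alternative set before the data were examined. Both group means of these 4 genes, of FN1 and, above, of CYSTM1, FCGR1BP and IQGAP3 lay under a log2 value of 3, where the medians of the arrays were 1.55 to 1.66, so the folds here are poorly measured. For FN1 the paper's is about 3.2 in Fig. 5C and the value here 1.42, with no difference without DMSO replicate 1, Vorinostat replicate 2, Vorinostat replicate 3 or replicate number 2, and a difference under the others. On all 6 arrays as deposited without the block ADI1, SF3A1, TCN1, MEF2C and ETS1 did not differ from the figures beyond the standard error, but with the replicate block and after quantile normalisation ADI1, SF3A1, MEF2C and ETS1 did. With the block only the standard error moved. ADI1 stayed at -3.6 with an error of 0.816 without the block and 0.617 with it, and MEF2C at 2.74 with 1.76 and 0.313. With array quality weights and with the mean of all probe sets of a gene ADI1, SF3A1 and ETS1 differed. Leaving out DMSO replicate 1 gave a difference for ADI1, SF3A1 and MEF2C, leaving out Vorinostat replicate 1 gave one for TCN1 and ETS1, leaving out Vorinostat replicate 2 for SF3A1, and leaving out replicate number 1 for ADI1, SF3A1, TCN1 and ETS1. Under the other alternatives set before the data were examined these 5 genes did not differ.

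None of the genes of Figs. 2B, 5B and 5C passed the threshold of the study here. Of the settings chosen before the data were examined, ADI1 passed it with the replicate block, after quantile normalisation, with array quality weights, and without DMSO replicate 3 or replicate number 1. SF3A1 passed it with the replicate block and without DMSO replicate 3 or replicate number 3. TCN1 passed it with the replicate block, after quantile normalisation and without replicate number 1, MEF2C with the replicate block and without replicate number 1, and NCAPG2 with the replicate block and after quantile normalisation. Of the settings chosen after seeing the values, quantile normalisation with the block, with or without limma-trend, called ADI1, CXCL8, MEF2C, NCAPG2 and TCN1 and none of the other genes of these figures. Quantile normalisation of 4 arrays, chosen in the same way, called ADI1, MEF2C, NCAPG2 and TCN1 without number 1, ADI1 and TCN1 without number 2, and ADI1, CXCL8, SF3A1 and TAPBP without number 3. The paper states that positive regulation of transcription was among its enriched functions, and the hand-written list for it had an adjusted p of 0.577 from camera here. Its discussion also names cell proliferation, and the list for regulation of cell proliferation had an adjusted p of 0.706 from camera. For chromosome organisation, cell cycle and DNA damage response, which the paper also states, the lists were called by camera at its preset correlation, but not with an estimated correlation (adjusted p = 0.908) and not by Fisher's exact test (adjusted p = 1), and with the replicate block Fisher's test called chromosome organisation (adjusted p = 2.2e-09) and cell cycle (adjusted p = 0.0401). By camera with the block and an estimated correlation these 2 lists had an adjusted p = 0.727.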

Other observations

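Beyond the genes of Figs. 2B and 5, histone deacetylases and sirtuins went both ways, with 10 of 18 positive (adjusted p = 0.577 from camera of limma). SIRT2, a sirtuin named in the paper, had a log2 fold change of 0.45 (standard error 0.128, adjusted p = 1 from limma), with differences of 0.25, 0.51 and 0.59 in replicate numbers 1, 2 and 3. HDAC1, HDAC2, HDAC3 and HDAC6, which the paper names as inhibited by Vorinostat, had 0.42, 0.29, 0.29 and 0.12. A probe set of lower mean gave -0.30 for SIRT2, -0.29 for HDAC2 and -0.06 for HDAC6, and another of HDAC6 gave 0.15. CDKN1A, the cell cycle inhibitor p21, had 0.54 (standard error 0.988, adjusted p = 1 from limma), with differences of 1.21, -1.17 and 1.58. Of the cell growth genes named in the paper, the replicative helicase subunit MCM7 had -1.18 (standard error 1.59), SKP2 -0.62, MELK -0.41, MYC -0.33, NUDC -0.31 and HELLS -0.30, and the anti-apoptotic gene BCL2 had -0.70. NPM1, which is mutated in this cell line, had -1.04 (standard error 0.686), and 0.10 and -0.46 by its other probe sets. Of the others, XRCC6 had -0.58, RUVBL1 0.57, CDK5 0.25, GUCY2D 0.28, CFLAR -0.14, MEIS1 -0.10, CRY1 -0.06 and MAPT 0.02. Probe sets of lower mean had the other sign for BCL2 (0.15 and 0.22), HELLS (0.08), MAPT (-0.16) and CFLAR (up to 0.24). Both group means of CDK5, CRY1, GUCY2D, HDAC6, HELLS, MAPT and MEIS1 lay under a log2 value of 3, so their values are poorly measured. So are those of BCL2 and CFLAR, whose Vorinostat means lay under 3. None of these genes passed an adjusted p under 0.05 from limma.

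Hedgehog signalling genes were positive in 12 of 18 (adjusted p = 0.374 from camera), with the ligand SHH at differences of 0.10, -0.07 and -1.16 in numbers 1, 2 and 3. Its log2 fold change was -0.38 (standard error 0.445), and 0.12 without DMSO replicate 3. Its receptor PTCH1 had 0.13, SMO -0.13, and the transcription factors GLI1, GLI2 and GLI3 had 0.17, 0.05 and 0.19. The group means of these 6 genes lay between 1.48 and 1.95 and those of WNT1 and AXIN2 between 1.62 and 1.89, near the medians of the arrays (1.55 to 1.66), so these values do not show whether the pathways changed. WNT signalling genes were positive in 18 of 34 (adjusted p = 0.75), with WNT1 at -0.05 and AXIN2 at -0.05. Probe sets of lower mean had the other sign for GLI2 (-0.10 and -0.08), GLI3 (-0.06 and -0.08) and AXIN2 (0.07 and 0.13). Housekeeping genes were negative in 13 of 13 (adjusted p = 0.0773), with median differences of -0.04, -1.63 and -0.24 in numbers 1, 2 and 3, and ribosomal proteins had medians of -0.0008, -2.26 and -0.32. Housekeeping genes were lower when the replicate number was a block (adjusted p = 0.00169, and adjusted p = 0.727 with an estimated correlation). So were heat shock and protein folding (0.000189), ribosome biogenesis (0.0264), glycolysis (0.0372) and the proteasome (0.0403), and extracellular matrix genes were higher (0.0403). With an estimated correlation the adjusted p was 0.799 for the proteasome and 0.727 for the other 4. Adjusted over the list alone with the block, 4 TCA cycle genes and 1 heat shock gene were lower and 1 monocyte and macrophage gene was higher, against 0 over all genes. By Fisher's exact test the genes past the threshold of the study were enriched in DNA replication (adjusted p = 0.0309), with MCM4 and POLD3. This rests on 2 genes, and without Vorinostat replicate 2 there were 0 lower probe sets at the threshold. With the block this test called DNA replication (adjusted p = 0.000514) and neutrophil primary granule proteins (adjusted p = 0.0401), besides the functions given above. By camera with the block and an estimated correlation both had an adjusted p = 0.727.

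The remaining lists were not called by camera on all 6 arrays as deposited without the block. The adjusted p was 0.129 for heat shock and protein folding, 0.171 for glycolysis, 0.174 for extracellular matrix, 0.205 for MHC class I and 0.22 for MHC class II antigen presentation, 0.22 for pro-apoptotic genes, 0.32 for the proteasome, 0.342 for neuronal and synaptic genes, 0.374 for ribosome biogenesis and for HOX and leukaemia stem cell genes, 0.483 for histone genes, 0.551 for pro-survival genes, 0.565 for cholesterol synthesis, 0.577 for actin cytoskeleton and adhesion, 0.829 for oxidative stress and iron, 0.889 for tubulin and microtubule motors, 0.903 for monocyte and macrophage markers and 0.989 for autophagy and lysosome. For markers of other cell types it was 0.29 for T and NK cells, 0.551 for B cells, 0.658 for megakaryocytes, 0.513 for epithelial cells and 0.133 for endothelial cells.

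Of the 29 lists not called by camera, several were called under an alternative, and none of them with an estimated correlation on all arrays without the block. After quantile normalisation heat shock and protein folding was lower (0.00496), and extracellular matrix (0.0244) and endothelial markers (0.0248) were higher. With array quality weights heat shock and protein folding (0.0183) and housekeeping genes (0.0327) were lower. Without Vorinostat replicate 1, 13 lists were called. Lower were housekeeping genes and heat shock and protein folding (1e-05 each), the proteasome (3.01e-05), glycolysis (5.71e-05), MHC class I antigen presentation (0.000144), ribosome biogenesis (0.000181), cholesterol synthesis (0.00584), autophagy and lysosome (0.00814), pro-survival genes (0.0109) and oxidative stress and iron (0.0464). Higher were endothelial markers (0.0129), T and NK cell markers (0.0305) and hedgehog signalling (0.0464). Without DMSO replicate 3, 7 lists were lower, namely MHC class I antigen presentation (0.00881), heat shock and protein folding (0.00635), the proteasome (0.00771), glycolysis and housekeeping genes (0.0105 each), ribosome biogenesis (0.0135) and cholesterol synthesis (0.0495). Without DMSO replicate 2, housekeeping genes (0.0294) and MHC class I antigen presentation (0.0497) were lower. Without replicate number 1, 5 of the 29 lists were called, 4 lower and 1 higher. Each quantile setting chosen after the data were seen called 2 of the 29.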
